# Selective deletion of E3 ubiquitin ligase FBW7 in VE-cadherin-positive cells instigates diffuse large B-cell lymphoma in mice in vivo

**DOI:** 10.1038/s41419-024-06597-7

**Published:** 2024-03-14

**Authors:** Zhaohua Cai, Shaojin You, Zhixue Liu, Ping Song, Fujie Zhao, Junqing An, Ye Ding, Ben He, Ming-Hui Zou

**Keywords:** Ubiquitin ligases, Cancer models

## Abstract

During the maturation of hematopoietic stem/progenitor cells (HSPCs) to fully differentiated mature B lymphocytes, developing lymphocytes may undergo malignant transformation and produce B-cell lymphomas. Emerging evidence shows that through the endothelial-hematopoietic transition, specialized endothelial cells called the hemogenic endothelium can differentiate into HSPCs. However, the contribution of genetic defects in hemogenic endothelial cells to B-cell lymphomagenesis has not yet been investigated. Here, we report that mice with endothelial cell-specific deletion of Fbw7 spontaneously developed diffuse large B-cell lymphoma (DLBCL) following Bcl6 accumulation. Using lineage tracing, we showed that B-cell lymphomas in Fbw7 knockout mice were hemogenic endothelium-derived. Mechanistically, we found that FBW7 directly interacted with Bcl6 and promoted its proteasomal degradation. FBW7 expression levels are inversely correlated with BCL6 expression. Additionally, pharmacological disruption of Bcl6 abolished Fbw7 deletion-induced B-cell lymphomagenesis. We conclude that selective deletion of E3 ubiquitin ligase FBW7 in VE-cadherin positive endothelial cells instigates diffuse large B-cell lymphoma via upregulation of BCL6 stability. In addition, the mice with endothelial cell-specific deletion of Fbw7 provide a valuable preclinical platform for in vivo development and evaluation of novel therapeutic interventions for the treatment of DLBCL.

## Introduction

The lymphomas remain a major public health challenge around the globe. They represent one of the most heterogeneous groups of malignancies in all of cancer medicine. Non-Hodgkin lymphoma (NHL) which accounts for 90% of all lymphomas consists of more than 60 subtypes [1]. B-cell non-Hodgkin lymphomas are also a large heterogeneous group of hematologic malignancies. Given that the vast majority of B-cell lymphomas arise from the malignant transformation of germinal-center or post-germinal-center B cells, it is remarkable that B-cell lymphomas occur in such numerous clinically and histopathologically distinct varieties. The variability of B-cell lymphomas has been attributed to the distinct stages of differentiation and various events during which tumor progenitors become transformed [2, 3]. Recent evidence regarding the diverse origins of hematopoietic stem/progenitor cells (HSPCs) [4–6] might also account for this high variability. Most notably, HSPCs are derived directly from a unique population of endothelial cells known as hemogenic endothelium through a process called endothelial-hematopoietic transition (EHT) [4, 5, 7]. However, the contribution of endothelial genetic defect to B-cell lymphomagenesis remains unknown.

FBW7 is an E3-ubiquitin protein ligase that is part of the SKP1-cullin-F-box complex and functions as a tumor suppressor by targeting oncoproteins for degradation. Deletion or mutation of FBW7 is strongly implicated in numerous human cancers, including T-cell and B-cell malignancies [8–12]. In addition, mice with hematopoietic cell-specific Fbw7 deletion develop T-cell acute lymphoblastic leukemia [13], while T-cell deletion of Fbw7 leads to thymic lymphoma [14]. Although there is emerging evidence indicating the potential role of FBW7 in diffuse large B-cell lymphoma (DLBCL) [15, 16], direct experimental evidence implicating FBW7 in DLBCL pathogenesis is still lacking.

BCL6 is the product of a proto-oncogene that is strongly implicated in the pathogenesis of DLBCL. In many DLBCL patients, deregulation of BCL6 expression is achieved through chromosomal rearrangement or somatic mutation of the 5′-noncoding regions of BCL6 [17, 18]. BCL6 has been demonstrated to be degraded by an SKP1-CUL1-F-box protein (SCF) ubiquitin ligase complex containing the F-box protein FBXO11, which is inactivated in DLBCLs. Moreover, Park et al. reported that the signal-responsive E3 ubiquitin pellino 1 promotes B-cell lymphomagenesis by deregulating BCL6 polyubiquitination [19]. Therefore, the posttranslational modifications that regulate the BCL6 stability may also play important roles in B-cell lymphomagenesis. However, whether or not BCL6 accumulation leads to DLBCL in vivo remains largely unknown.

In this present study, we found that the mice with endothelial cell-specific deletion of Fbw7 spontaneously developed DLBCL following Bcl6 accumulation. We demonstrated that B-cell lymphomas in Fbw7 knockout mice were hemogenic endothelium-derived. Mechanistically, we found that FBW7 directly interacted with BCL6 and promoted its proteasomal degradation. In addition, pharmacological disruption of Bcl6 abolished Fbw7 deletion-induced B-cell lymphomagenesis. These findings suggest that FBW7 plays an essential role in B-cell lymphomagenesis by controlling BCL6 ubiquitination and stability.

## Results

### Endothelial Fbw7 deficiency induces diffuse large B-cell lymphoma

To determine the possible contribution of endothelial genetic defect to lymphomagenesis, we generated mice with endothelial cell-specific Fbw7 deletion (*Fbw7*^*ΔEC*^; Figure S1A–C, Supporting Information). Starting at 14 months of age, we observed that 19/36 (52.78%) *Fbw7*^*ΔEC*^ mice spontaneously developed large neoplasms in multiple organs, including the lymph nodes (LNs), spleen, thymus, Peyer’s patches, liver, lungs, and kidneys; these neoplasms did not occur in age-matched wild-type (WT) littermates (Fig. 1A, B). After adjusting crude incidence for loss of individual mice to other causes, such as eosinophilic crystalline pneumonia, corneal plaques, and undiagnosed terminal illness, 83.69% of *Fbw7*^*ΔEC*^ mice spontaneously developed lymphoma by 29 months of age (Fig. 1C). These neoplasms in *Fbw7*^*ΔEC*^ mice exhibited partial or complete effacement of normal tissue architecture by diffuse infiltration of large centroblast-like or immunoblast-like cells with high-grade nuclear features, including prominent nucleoli, irregular nuclear contours, and frequent mitotic figures (Fig. 1D and Fig. S2, Supporting Information). Immunohistochemical analyses demonstrated that these lymphomas exhibited abundant expression of B-cell markers (B220 and CD20) and much weaker expression of the T-cell marker CD3e, confirming their B-cell origin (Fig. 1D and Figs. S2, S3, Supporting Information). Neoplastic cells exhibited robust proliferation and increased apoptosis, as illustrated by intense Ki67 staining, upregulation of proliferating cell nuclear antigen (PCNA), and cleaved caspase-3; these increases were accompanied by concomitant down-regulation of P27, P21, Bcl2, and Bclxl (Fig. S4, Supporting Information). Notably, Ki67 was predominantly expressed in large B cells (Fig. 1E). Together, these phenotypic characteristics strongly support the diagnosis of DLBCL in *Fbw7*^*ΔEC*^ mice. Moreover, peripheral blood cell counts from *Fbw7*^*ΔEC*^ and WT mice showed comparable levels of white blood cells, lymphocytes, and monocytes (Figs. S5, S6, Supporting Information), and bone marrow sections showed no obvious morphological abnormalities (Fig. 1F), further excluding the diagnosis of leukemia.

**Fig. 1:**
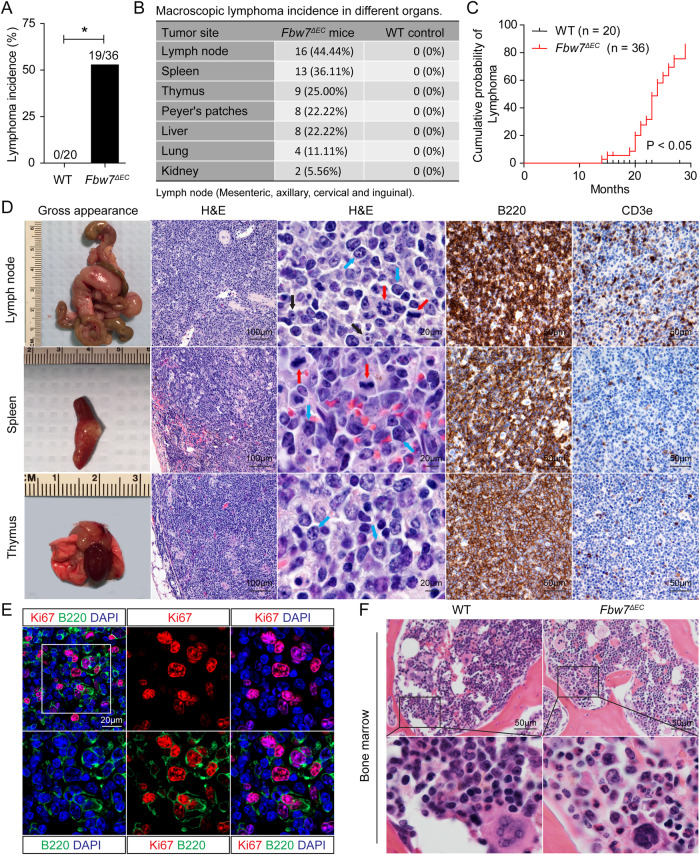
Fbw7 deficiency in endothelial cells induces diffuse large B-cell lymphoma in mice. **A** Lymphoma incidence in *Fbw7*^*ΔEC*^ (*n* = 36) and WT mice (*n* = 20). Statistics were determined using Fisher’s exact test. **B** Macroscopic lymphoma incidence in indicated organs. **C** Kaplan–Meier plot illustrating time to lymphoma development. Statistical analysis was performed using the log-rank test. **D** Macroscopic images, H&E, and immunohistochemistry analysis for B220 and CD3e in lymphoma tissue from indicated tissues. Blue and black arrows denote centroblasts and immunoblasts, respectively. Red arrows denote mitotic cells. **E** Immunofluorescence staining for B220 (green), Ki67 (red), and DAPI (blue) in lymphoma tissues from *Fbw7*^*ΔEC*^ mice. **F** H&E staining of bone marrow from WT and *Fbw7*^*ΔEC*^ mice.

With a panel of clinically relevant markers for B-cell lymphoma, an immuno-pathological phenotyping analysis was conducted in 11 mice with DLBCL. Based upon the expression profiles of CD10, Bcl6, and MUM1 using Han’s algorithm [20], all cases were identified as the germinal center B-cell-like subtype of DLBCL (Table S1 and Fig. S7, Supporting Information). Specifically, Bcl6 was upregulated in all DLBCL cases (Table S1 and Fig. S7, Supporting Information). Additionally, the intensity of MUM1, Bcl6, c-Myc, and CD5, or the Ki67 index, was not correlated with the clinical stage (*P* > 0.05 for all comparisons).

To further characterize these B-cell lymphomas, we compared gene expression profiles of mesenteric lymph nodes (mLNs) from lymphoma-bearing *Fbw7*^*ΔEC*^ mice and normal mLNs from WT mice using an Affymetrix^®^ Genechip^TM^ mouse gene array. 

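Total RNA was taken from mesenteric lymph nodes of 3 WT mice and from lymphoma-bearing mesenteric lymph nodes of 3 *Fbw7* ΔEC mice, in which VE-cadherin-Cre deletes *Fbw7*, and each sample was hybridized to its own Affymetrix Mouse Gene 2.0 ST array. This array measures transcripts with sets of short probes, and each probe set gives 1 signal per array. The values used here are the authors' log2 signals of 6873 probe sets on the 6 arrays. The methods describe normalization by RMA with a probe mapping to Entrez Gene, whereas the sample labels name MAS5. The probe sets carry numeric IDs, and the files used here do not pair these IDs with genes, so no gene is named and it is not known which of the probe sets measure genes rather than background or controls. Of the probe sets, 412 form 206 pairs with identical values on all 6 arrays and were each kept. The median log2 signal was 1.97, 2.00 and 2.39 on WT replicates 1, 2 and 3, and 1.94, 1.90 and 2.12 on *Fbw7* ΔEC replicates 1, 2 and 3. Most probe sets were dim, and between 20.3% and 25.1% of them had a log2 signal above 4 on any array. The groups were compared with limma, the test that the methods name for the arrays, on the log2 signals as deposited, with Benjamini-Hochberg adjustment over all probe sets and without a filter or a further normalization. The number of arrays limits the precision.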

Analysis of the relative average expression of all detected genes revealed that these B-cell lymphomas had distinct patterns of gene expression (Fig. 2A–C). 

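At an unadjusted p under 0.05 and at least a 2-fold change, 31 of the 6873 unnamed probe sets were higher and 87 were lower in lymphoma-bearing nodes of *Fbw7* ΔEC mice than in normal nodes of WT mice. The Fig. 2 legend gives a p under 0.05 and a 2-fold change without saying whether the p was adjusted, and the array methods name Benjamini-Hochberg correction. After each array was centred on its median, 72 were higher and 51 were lower, and after quantile normalization 57 were higher and 57 were lower. With the values as deposited but without WT replicate 3, 79 were higher and 71 were lower, so the balance between the directions depended on the scaling and on a single array. Leaving out 1 array at a time gave 143 to 235 probe sets past the threshold in all. No probe set passed an adjusted p under 0.05 with limma, nor with an unpaired two-tailed test of each probe set alone, and the smallest adjusted p from limma was 0.913. An unadjusted p under 0.05 was given to 346 probe sets, which is 5.03% of them. The 1352 probe sets with IDs in runs had a median log2 signal of 6.14 and were also tested alone. They held 99 (7.32%) at an unadjusted p under 0.05 and none past an adjusted p under 0.05 from limma. Their mean correlation between arrays was 0.940 within and 0.935 between groups. In 10.1% of all 6873 probe sets, most of them dim, all 3 *Fbw7* ΔEC arrays lay on one side of all 3 WT arrays. Chance gives 10%, and no such share is given for the 1352 alone. Over all 6873 probe sets, log2 fold changes ran from -2.44 to 1.88. The probe set 17448793 had a log2 signal of 0.84 ± 0.78 (SD, n = 3) in WT nodes and 2.72 ± 0.71 (SD, n = 3) in *Fbw7* ΔEC nodes, a log2 fold change of 1.88 with a standard error of 0.48, but its WT signal lay below the median of every array and is not shown to be above background. The probe set 17448801 had 5.48 ± 0.39 (SD, n = 3) in WT nodes and 3.05 ± 1.97 (SD, n = 3) in *Fbw7* ΔEC nodes, a log2 fold change of -2.44 with a standard error of 0.83. Both were chosen after their values were seen, and the adjusted p from limma was 0.913 for each. They lie in the same run of neighbouring IDs and changed in opposite directions. The mean Pearson correlation across probe sets was 0.943 between WT arrays, 0.950 between *Fbw7* ΔEC arrays and 0.946 between arrays of different groups. The first principal component of the scaled signals held 27.1% of the variance and did not separate the groups. The third, with 17.9%, was the only one of 5 that did, where chance gives 10% for each. On it *Fbw7* ΔEC replicate 3 lay at -66.5, replicates 1 and 2 at -9.69 and 7.73, and WT arrays at 20.92 to 23.95. These probe sets are not the Entrez Gene rows described in the methods, and whether they cover the genes drawn in Fig. 2A–C is not known. From the expression of all detected genes, the paper concludes that these B-cell lymphomas had distinct patterns of gene expression.

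**Figure D1:**
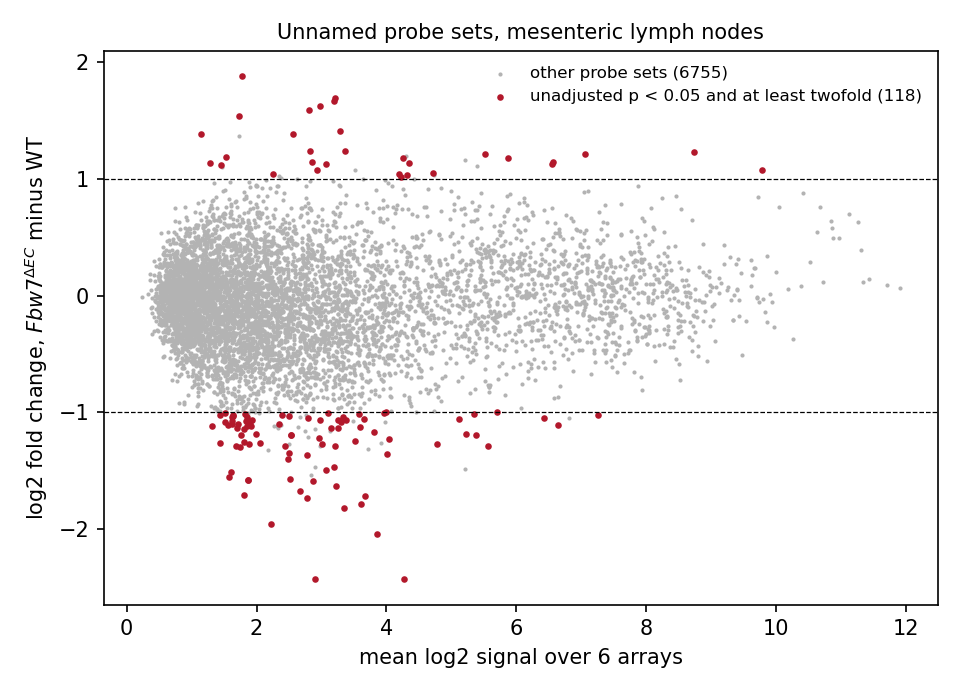
Log2 fold change of each probe set, *Fbw7* ΔEC minus WT, against its mean log2 signal over the 6 arrays. Red points are the 118 probe sets with an unadjusted p under 0.05 and at least a 2-fold change, grey points are all others, and the dashed lines mark a 2-fold change in either direction.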

Gene set enrichment analysis showed that significantly altered genes are primarily cancer-associated and inflammatory immune-associated genes in mLNs from lymphoma-bearing *Fbw7*^*ΔEC*^ mice (Fig. 2D, E), consistent with human DLBCL gene signatures [21]. Notably, numerous immunoglobulin heavy and light chain variable genes were dramatically decreased in lymphoma-bearing mLNs from *Fbw7*^*ΔEC*^ mice compared with normal mLNs from WT mice (Fig. 2F). Consistently, *Fbw7*^*ΔEC*^ mice showed significantly reduced levels of serum IgM and IgG (Fig. S8, Supporting Information), which is consistent with previous findings suggesting the low immunoglobulin levels in patients with non-Hodgkin lymphoma [22, 23]. Therefore, we provide an ideal animal model that resembles human DLBCL pathophysiology.

**Fig. 2:**
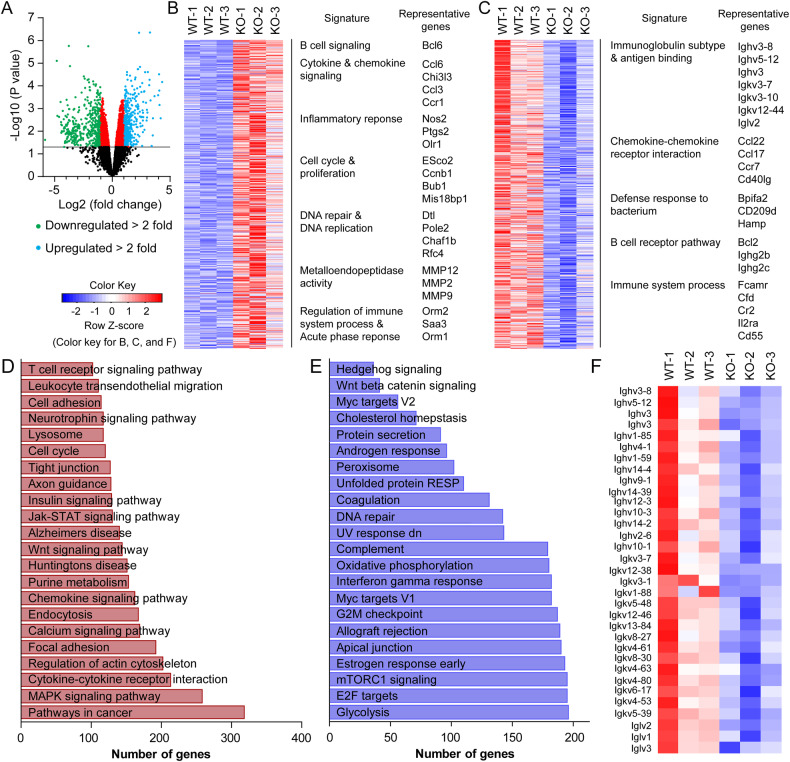
Microarray-based gene expression profiling of B-cell lymphomas in *Fbw7*^*ΔEC*^ mice. **A**–**C** Gene expression data was obtained using an Affymetrix GeneChip Mouse Gene 2.0 ST Array and mRNAs isolated from mesenteric lymph nodes (mLNs) from lymphoma-bearing *Fbw7*^*ΔEC*^ mice and normal mLNs from WT mice (*n* = 3 biological replicates per group). Volcano plot (**A**) and heatmap of genes significantly altered (*p* < 0.05) by twofold (upregulated genes in **B** and downregulated genes in **C**) in lymphoma**-**bearing mLNs from *Fbw7*^*ΔEC*^ mice compared with normal mLNs from WT mice. **D**, **E** Gene set enrichment analysis (GSEA) was used to identify biological terms, pathways, and processes that are coordinately up- or downregulated in lymphoma-bearing mLNs from *Fbw7*^*ΔEC*^ mice compared with WT mLNs. GSEA analysis using KEGG (**D**) and hallmark (**E**) gene sets. **F** Heatmap showing some significantly downregulated immunoglobulin heavy and light chain variable genes in lymphoma-bearing mLNs from *Fbw7*^*ΔEC*^ mice compared with normal mLNs from WT mice.

### Lymphoma B cells in *Fbw7*^*ΔEC*^ mice are endothelium-derived

To gain insight into the mechanism underlying spontaneous B-cell lymphomagenesis in *Fbw7*^*ΔEC*^ mice, we first assessed Fbw7 protein expression in lymphoma tissues from *Fbw7*^*ΔEC*^ mice. Loss of Fbw7 was detected in lymphoma-bearing mLNs from *Fbw7*^*ΔEC*^ mice, compared with normal mLNs from WT mice, where Fbw7 expression was intact (Fig. 3A). Quantitative RT-PCR analysis further confirmed decreased mRNA levels of *Fbxw7* in lymphoma tissues from *Fbw7*^*ΔEC*^ mice (Fig. 3B). Using genotyping (Fig. 3C) [24], we found that deletion of the *Fbxw7* locus was detected in several lymphoid tissues, including mLNs and bone marrow from lymphoma-bearing *Fbw7*^*ΔEC*^ mice (Fig. 3D). Furthermore, we found that B cells from the spleen, T cells from the thymus, and granulocytes and mononuclear cells from the blood also exhibited *Fbxw7* locus deletion (Fig. 3E). These observations confirm that the lymphomas in *Fbw7*^*ΔEC*^ mice were *Fbxw7*-deficient.

**Fig. 3:**
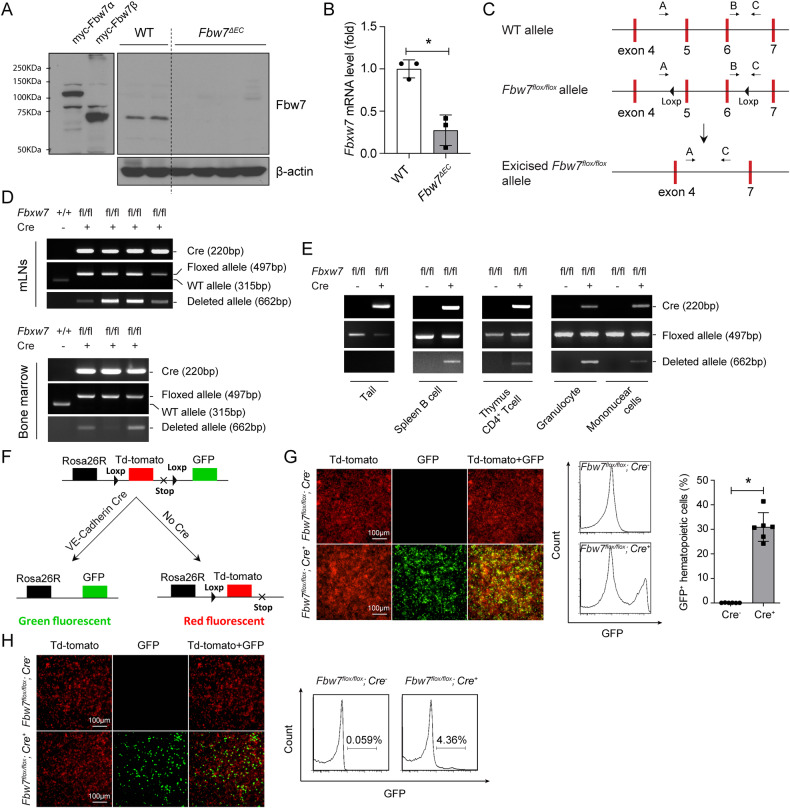
The lymphomas in *Fbw7*^*ΔEC*^ mice are *Fbxw7*-deficient. **A**, **B** Western blot and RT-PCR analysis of mLNs from WT and lymphoma-bearing *Fbw7*^*ΔEC*^ mice. Data represent mean ± SEM (*n* = 3 biological replicates per group). **C** Exons 4–7 of the *Fbxw7* locus before and after excision of the floxed exon, and primer locations. Primers B and C were used to detect WT and floxed alleles (315 and 497 bp, respectively). Primers A and C were used to detect deleted allele (662 bp). **D** Genotyping results for *Fbw7* in mLNs and bone marrow. **E** Genotyping results from indicated tissues. **F** *mTmG*^*+/-*^;*Fbw7*^*flox/flox*^;*VE-Cadherin-Cre*^*+*^ mouse generation. **G** Immunofluorescent (IF) images and flow cytometry analysis of bone marrow cells from *mTmG*^*+/-*^*;Fbw7*^*flox/flox*^*;VE-Cadherin-Cre*^*+*^ and *mTmG*^*+/-*^*;Fbw7*^*flox/flox*^*;VE-Cadherin-Cre*^*-*^ mice. Data represent mean ± SEM (*n* = 6 biological replicates per group). **H** IF of mononuclear cells and flow cytometry analysis of blood-derived B cells from *mTmG*^*+/-*^*;Fbw7*^*flox/flox*^*;VE-Cadherin-Cre*^*+*^ and *mTmG*^*+/-*^*;Fbw7*^*flox/flox*^*;VE-Cadherin-Cre*^*-*^ mice. *P* values were determined using the student’s *t*-test (**B**, **G**). For all panels, *p < 0.05.

To determine the origin of lymphoma B cells in *Fbw7*^*ΔEC*^ mice, we generated mice to perform lineage tracing: triple-transgenic *Fbw7*^*flox/flox*^*;VE-Cadherin-Cre;ROSA*^*mT/mG*^ mice (Fig. 3F). Using this model, we found that 31.5% of hematopoietic cells (CD45^+^ cells) in the bone marrow were derived from VE-Cadherin^+^ cells (Fig. 3G). Furthermore, we found that over 4% of B cells are also derived from VE-Cadherin^+^ cells (Fig. 3H). Most importantly, we found that the lymphoma tissues developed in *Fbw7*^*flox/flox*^*;VE-Cadherin-Cre;ROSA*^*mT/mG*^ mice displayed strong GFP signal (Fig. 4A–D), directly suggesting that the lymphoma B cells from *Fbw7*^*ΔEC*^ mice are endothelium-derived.

**Fig. 4:**
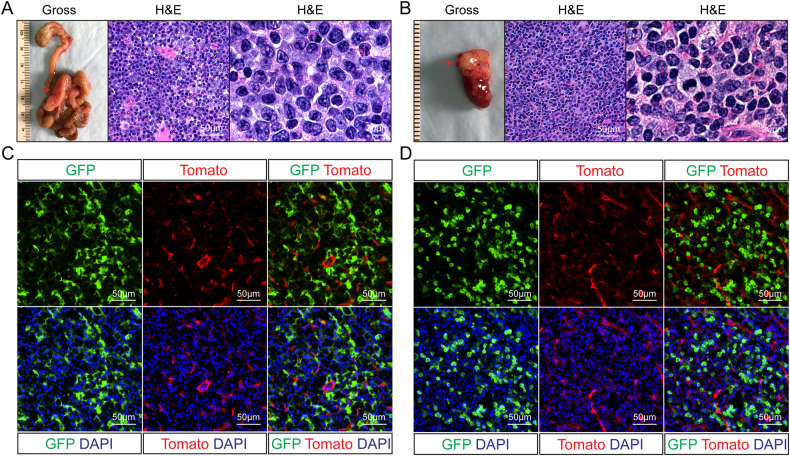
Lymphoma B cells in *Fbw7*^*ΔEC*^ mice are endothelium-derived. **A**, **B** Macroscopic images and H&E staining of mLNs (**A**) and thymus (**B**) from lymphoma-bearing *mTmG*^*+/-*^*;Fbw7*^*flox/flox*^*;VE-Cadherin-Cre*^*+*^ mice. **C**, **D** Immunofluorescent (IF) images of mLNs (**C**) and thymus (**D**) from lymphoma-bearing *mTmG*^*+/-*^*;Fbw7*^*flox/flox*^*;VE-Cadherin-Cre*^*+*^ mice.

### BCL6 is a novel and specific FBW7 substrate in B cells

Next, we explored the molecular mechanism by which Fbw7 deficiency induced B-cell lymphomagenesis. Consistent with our immunohistochemistry findings (Table S1 and Fig. S7, Supporting Information), elevated Bcl6 and c-Myc expression was observed in lymphoma-bearing mLNs from *Fbw7*^*ΔEC*^ mice, compared with normal mLNs from WT mice (Fig. 5A). As BCL6 is a proto-oncogene that is strongly implicated in the pathogenesis of human DLBCL [25–27], we hypothesized that BCL6 might be a novel substrate of FBW7 in B cells. As would be expected in canonical FBW7 substrates, three evolutionally conserved FBW7-recognizable degrons were found in the human BCL6 protein sequence (Fig. 5B). Although BCL6 bound to all three isoforms of FBW7 (FBW7α, β, and ɤ), only expression of FBW7β specifically and dramatically decreased BCL6 expression (Fig. 5C) in a dose-dependent manner (Fig. 5D). Cancer-associated mutant forms of FBW7β (R385H and R385C) corresponding to FBW7α (R465H and R465C) [11, 28] displayed a reduced ability to promote BCL6 degradation (Fig. S9A, B, Supporting Information). Moreover, FBW7β-mediated BCL6 elimination was abolished following treatment with the 26 S proteasome inhibitor MG-132 (Fig. 5E). These results suggest that FBW7β is the major isoform of FBW7 that regulates BCL6 protein level through the ubiquitin-proteasome pathway.

**Fig. 5:**
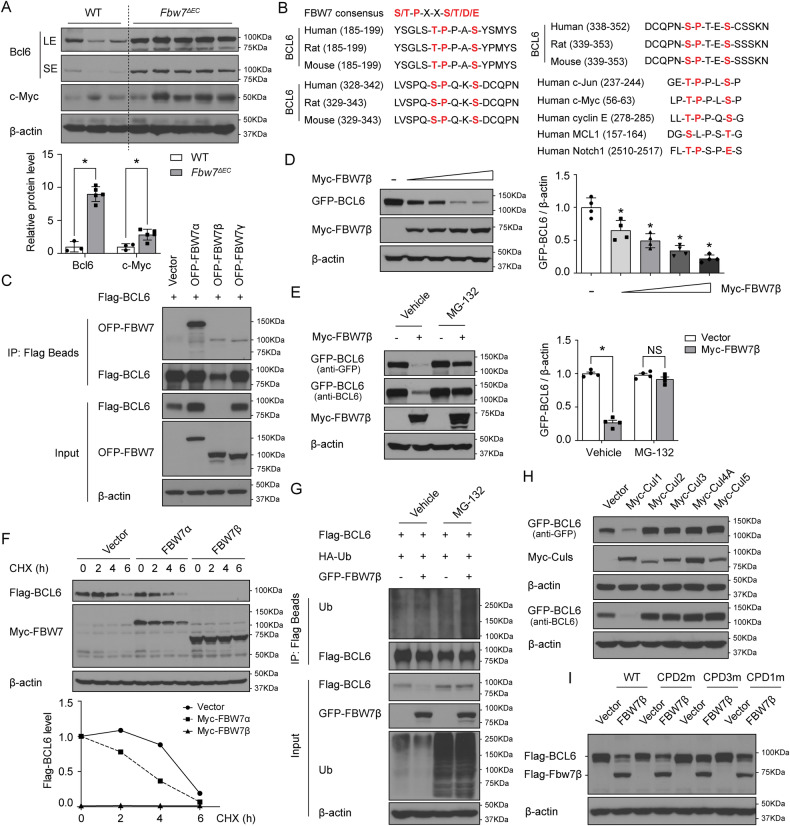
BCL6 is a novel and specific FBW7 substrate in B cells. **A** Western blot analysis for the indicated proteins in normal lymph nodes from WT mice and lymphoma-bearing lymph nodes from *Fbw7*^*ΔEC*^ mice. LE long exposure, SE short exposure. Data represent mean ± SEM (*n* = 3 for WT and *n* = 5 for *Fbw7*^*ΔEC*^ mice). **B** FBW7 consensus sequence (CPD) and alignment of BCL6 phosphodegron sequences recognized by FBW7 in different species to CPD motifs in indicated FBW7 substrates. **C** Pull-down analysis of exogenous Flag-BCL6 and OFP-FBW7 (α, β, or ɤ) in HEK-293T cells. **D** Western blot and quantification illustrating levels of GFP-BCL6 following the introduction of increasing amounts of Myc-FBW7β in HEK-293T cells. Data represent mean ± SEM (*n* = 4 biological replicates per group). **E** Western blot and quantification showing levels of indicated proteins after treatment with MG-132 (10 µM) in HEK-293T cells for 8 h. Data represent mean ± SEM (*n* = 4 biological replicates per group). **F** Western blot showing levels of indicated proteins in HEK-293T cells expressing Myc-FBW7α, Myc-FBW7β, or PCDNA following cycloheximide (CHX, 20 µg/ml) treatment for indicated times. **G** Pull-down analysis illustrating Flag-BCL6 ubiquitination in the presence of GFP-FBW7 in HEK-293T cells. **H** Western blot analysis of indicated proteins in HEK-293T cells in the presence of Myc-tagged Cullin proteins (Cul1, 2, 3, 4A, or 5). **I** Western blot analysis of indicated proteins in the presence of Flag-FBW7β and indicated mutants in HEK-293T cells: Flag-BCL6/T190A/S194A (CPD1m), Flag-BCL6/S333A/S337A (CPD2m), or Flag-BCL6/S343A/S347A (CPD3m). All western blots were normalized to β-actin. *P* values were determined using student’s *t*-test (**A**, **E**) or one-way ANOVA with Tukey’s multiple comparisons test (**D**). For all panels, *p < 0.05; NS indicates not significant.

To further explore the role of FBW7β in modulating BCL6 stability, we examined BCL6 half-life in HEK-293T cells treated with the protein synthesis inhibitor cycloheximide. Co-expression of FBW7β with BCL6 significantly shortened the half-life of BCL6 (Fig. 5F). Consistent with a posttranslational mode of regulation, no alterations in *BCL6* mRNA levels were detected after overexpression of FBW7 in HEK-293T cells (Fig. S10, Supporting Information).

Since FBW7 directly binds to its substrate to promote its ubiquitination and degradation [29], we next determined whether FBW7 could directly stimulate BCL6 ubiquitination in vitro. As expected, overexpression of FBW7β triggered polyubiquitination of BCL6 (Fig. 5G). Since FBW7 is the substrate recognition component of the E3 ubiquitin ligase SKP1-cullin-1-FBW7 complex, we next assayed if overexpression of Cullin affects BCL6 stability. Overexpression of Cullin 1, but no other Cullin family members, significantly decreased BCL6 protein abundance (Fig. 5H). When we mutated the three FBW7-recognizable degrons in BCL6, we found that the S343A/S347A mutant form of BCL6 was resistant to FBW7-mediated BCL6 degradation (Fig. 5I). These collective data suggest that the E3 ubiquitin ligase SKP1-cullin-1-FBW7 complex targets BCL6 for ubiquitination and degradation in a degron-dependent manner.

### FBW7 expression levels inversely correlate with BCL6 expression

To validate the role of FBW7 in human B-cell lymphoma, we investigated the relationship of BCL6 and FBW7 in human B-cell lymphoma cell lines and found that expression of FBW7 inversely correlated with BCL6 expression (Fig. 6A). We next overexpressed FBW7β in the human B-cell lymphoma cell lines SU-DHL-4 and FARAGE, and found that BCL6 expression dramatically decreased following overexpression of FBW7β in both cell lines; levels of c-MYC and c-JUN, two well-characterized canonical FBW7 substrates, were used as positive controls (Fig. 6B). Strikingly, consistent with B-cell lymphomas in *Fbw7*^*ΔEC*^ mice, FBW7 expression was markedly decreased in clinical samples from patients with DLBCL (Fig. 6C). Taken together, these data further support that BCL6 is a novel substrate of FBW7 in the pathogenesis of lymphoid malignancy.

**Fig. 6:**
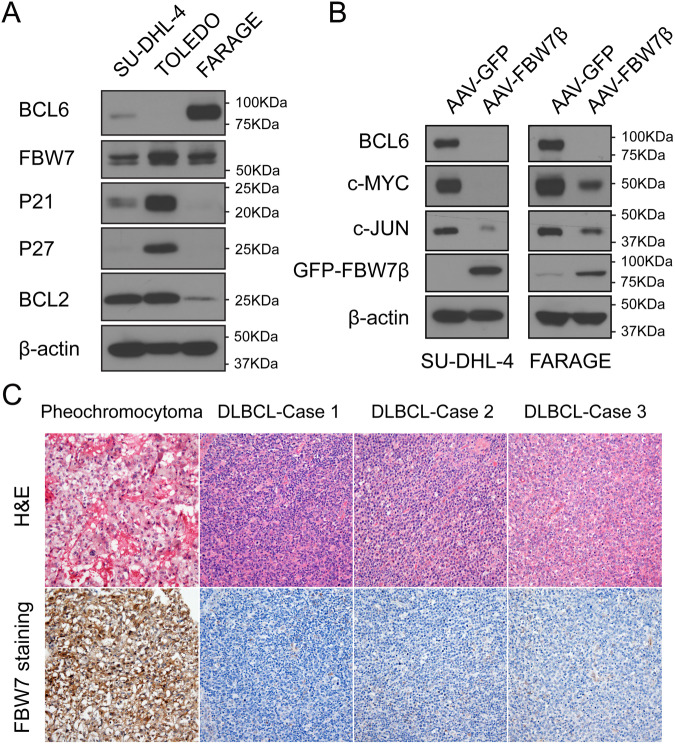
FBW7 expression levels inversely correlate with BCL6 expression. **A** Western blot analysis of BCL6, FBW7, P21, P27, BCL2, and β-actin in three different human diffuse large B-cell lymphoma cell lines. **B** Western blot analysis for the indicated proteins in cell lysates from SU-DHL-4 and Farage cells expressing AAV-GFP or AAV-GFP-FBW7β. **C** H&E staining and immunohistochemical analysis of FBW7 in a human DLBCL tissue array (US Biomax, LY121b). The pheochromocytoma samples were used as a control.

### B-cell lymphomagenesis in *Fbw7*^*ΔEC*^ mice is Bcl6-dependent

To validate that B-cell lymphoma development in *Fbw7*^*ΔEC*^ mice was BCL6-dependent, we performed adoptive transfer experiments using freshly isolated DLBCL cells from *Fbw7*^*ΔEC*^ mice. We found that fresh DLBCL cells from lymphoma-bearing *Fbw7*^*ΔEC*^ mice rapidly induced tumor growth in young healthy recipient *Fbw7*^*ΔEC*^ mice. Lymphoma cells showed clear and systemic metastatic capacity, and, in addition to subcutaneous tumors on the back, tumor deposits were found in different organs, including mesenteric and retroperitoneal LNs, thymus, liver, and kidney (Fig. S11, Supporting Information). Predominant expression of the B-cell marker B220 and weaker expression of the T-cell marker CD3e confirmed their B-cell origin, similar to that of the original transferred lymphoma (Fig. S11, Supporting Information). Next, we sought to determine whether lymphoma growth upon loss of Fbw7 is biologically dependent on Bcl6. To do so, we used the selective BCL6 inhibitor FX-1 [30] in in vitro and in vivo model systems (Fig. 7A). FX-1 significantly suppressed lymphoma cell growth in vitro (Fig. 7B, C), and, more importantly, mice treated with FX-1 had reduced tumor volume, tumor burden, and tumor weight compared with mice treated with vehicle control (Fig. 7D–G). Tumors from mice treated with FX-1 also displayed reduced cell proliferation and metastasis (Fig. 7H, I), suggesting that targeting BCL6 reduces this tumor growth mainly via induction of cell cycle arrest, which is consistent with the previous findings [31, 32].

**Fig. 7:**
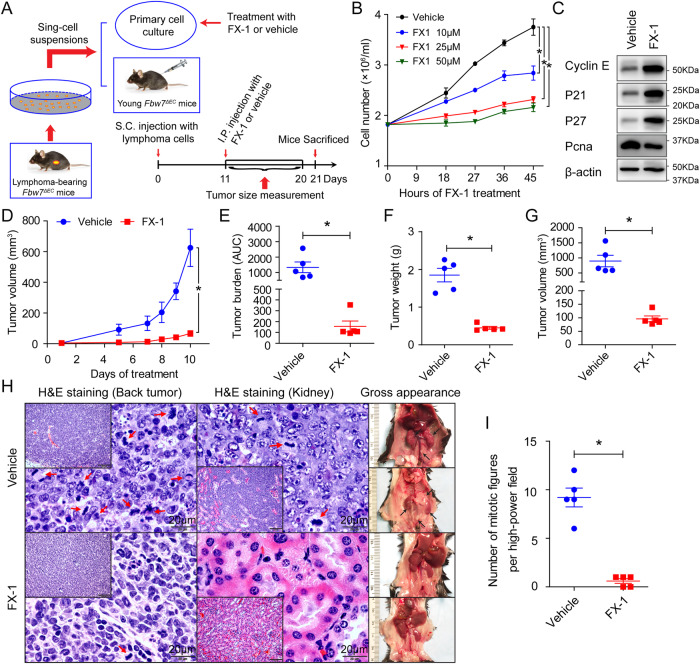
B-cell lymphomagenesis in *Fbw7*^*ΔEC*^ mice is Bcl6-dependent. **A** Schematic of tumor single-cell suspension preparation, primary DLBCL cell culture and treatment, and timeline for adoptive transfer experiments and FX-1 treatment. **B** Proliferation of primary DLBCL cells isolated from aged lymphoma-bearing *Fbw7*^*ΔEC*^ mice following FX-1 treatment for indicated doses and times. Data represent mean ± SEM (*n* = 4 biological replicates per group). **C** Western blot analysis for indicated proteins in primary *Fbw7*^*ΔEC*^ DLBCL cells following treatment with 10 µM FX-1 for 48 h. **D** Tumor growth by tumor volume during FX-1 treatment (*n* = 5 mice per group). **E** Tumor burden (area under the curve, AUC) for mice in **D**, calculated between initial and final volumes at day 10. **F**, **G** Tumor weight (**F**) and tumor volume (**G**) in mice upon sacrifice. Data represent mean ± SEM (*n* = 5 per group). **H** Left and middle, H&E staining of tissue sections from back tumors and kidneys of *Fbw7*^*ΔEC*^ mice following indicated treatments. Red arrows denote mitotic cells. Scale bars: 20 µm; 100 µm in inserts. Right, representative gross images of *Fbw7*^*ΔEC*^ mice treated with FX-1 or vehicle. Black arrows show organs infiltrated with lymphomas. **I** Quantification of mitotic figures in back tumors of indicated mice. Data represent mean ± SEM (*n* = 5 per group). *P* values were determined using ANOVA with Tukey’s post hoc test (**B**, **D**) and student’s *t*-test (**E**–**G**, and **I**). For all panels, *p < 0.05.

DLBCL cells isolated from aged lymphoma-bearing *Fbw7*^*ΔEC*^ mice were next subcutaneously injected on the backs of immunocompromised NOD scid gamma (NSG) mice, which were subsequently treated with FX-1. Although subcutaneous back tumors did not develop in immunocompromised NSG mice, tumor deposits were found in several different organs, including the liver, kidney, spleen, and perirenal space (Fig. S12A, Supporting Information). Additionally, NSG mice treated with FX-1 showed significant attenuation of lymphoma growth and metastasis (Fig. S12A, B, Supporting Information). Together, these results suggest that B-cell lymphomagenesis in *Fbw7*^*ΔEC*^ mice is Bcl6-dependent.

## Discussion

In this present study, we discovered that conditional deletion of Fbw7 in VE-cadherin-positive endothelial cells promotes B-cell lymphomagenesis via upregulation of Bcl6 stability. Consistently, we demonstrated for the first time that Bcl6 is a novel substrate of FBW7, which directly interacts with Bcl6 and promotes its proteasomal degradation. Pharmacological disruption of Bcl6 abolishes Fbw7 deletion-induced B-cell lymphomagenesis. In addition, FBW7 expression is dramatically decreased in human DLBCL samples. Moreover, in human lymphoma cell lines, FBW7 expression levels are inversely correlated with BCL6 expression. Our work has provided new insights into cellular and molecular mechanisms underlying B-cell lymphomagenesis and suggests that genetic defects in endothelial cells can contribute to B-cell malignancies.

Emerging evidence indicates that HSCs maintain a unique relationship with endothelial cells and are derived from a unique population of endothelial cells via EHT [4, 5, 7]. Endothelial cells are also an important microenvironmental component of the HSCs niche [33]. Therefore, we hypothesized that the spontaneous development of DLBCL in mice following the loss of Fbw7 could be due to either EHT or microenvironmental changes in the endothelium. Given that BCL6 is a transcriptional repressor that is relatively specific for germinal center B cells [27, 32, 34–36], our data suggest that Fbw7 deficiency-driven BCL6 accumulation in B cells, which are derived from endothelial cells, is the major mechanism behind B-cell lymphomagenesis in *Fbw7*^*ΔEC*^ mice (Fig. 8). Although Fbw7-deficient B cells compose only about 4% of the total B cells in young *Fbw7*^*ΔEC*^ mice, they are the “cancer seeds” that grow and prosper as age increases. Therefore, it takes a long duration of time for these few transformed B cells with Bcl6 accumulation to ultimately outnumber and take over normal B cells; this may explain why lymphomagenesis starts at 14 months of age in *Fbw7*^*ΔEC*^ mice. It is also worth noting that no other types of tumors or cancers were found in *Fbw7*^*ΔEC*^ mice, likely due to the fact that Bcl6 is exclusively expressed in germinal center B cells, but not in erythroid-myeloid progenitors and other hematopoietic cell types [27, 32, 34–36].

**Fig. 8:**
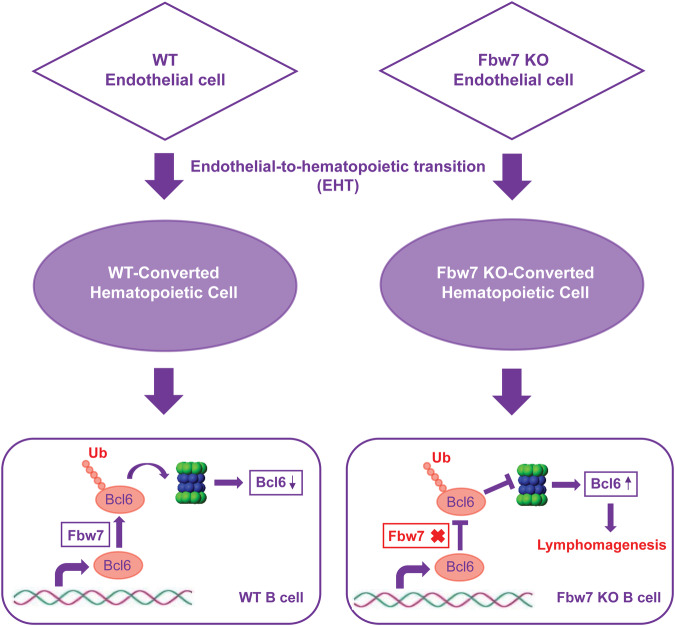
Schematic illustrating how endothelial Fbw7 deficiency contributes to B-cell lymphomagenesis. In this study, we propose that Fbw7-deficient B cells, which are derived from endothelial cells of *Fbw7*^*ΔEC*^ mice, exhibit Bcl6 accumulation and spontaneously develop DLBCLs.

Endothelial cells produce all blood cells, including HSCs, during embryonic development [37, 38]. VE-cadherin is expressed in endothelial cells. The VE-cadherin Cre we used in this study is constitutive, i.e., non-inducible. The *Fbw7*^*flox/flox*^;*VE-cadherin-Cre* mice induce FBW7 deletion in all endothelial cells and blood cells, including HSC-independent and HSC-dependent hematopoietic cells. Therefore, whether the origin of this B-cell lymphoma is HSC-independent endothelial cells (directly from endothelial cells) or HSC-derived B cells remains unknown. Both inducible Cre^ERT2^ mice are warranted to validate the endothelial cell origins of DLBCL seen in *Fbw7*^*ΔEC*^ mice. Finally, complemental mouse models such as Fgd5-Cre^ERT2^, Vav1-Cre, CD19-Cre, or Mb1-Cre will be critical to determine which progenitor stage(s) are critical for lymphoma initiation by FBW7 deletion.

The ubiquitin ligase FBW7 targets a number of proto-oncoproteins for proteasomal degradation. Mutation or deletion of FBW7 has been strongly implicated in numerous T-cell and B-cell malignancies [11, 15, 28]. FBW7 regulates cellular apoptosis by targeting Mcl1 for ubiquitination and destruction and plays important roles in T-cell acute lymphoblastic leukemia [28]. *FBXW7* mutations reduce the binding of NOTCH1, leading to cleaved NOTCH1 accumulation and target gene activation in chronic lymphocytic leukemia [28]. A low expression level of FBW7 was associated with a poor outcome in non-GCB DLBC [15]. In the present study, we observed that mice with endothelial Fbw7 deletion spontaneously developed DLBCL, with FBW7 deficiency and Bcl6 accumulation in lymphoma tissue. Moreover, FBW7 reversely correlated with BCL6 in human B-cell lymphoma. Therefore, FBW7 acts as a tumor suppressor in DLBCL.

As BCL6 is a frequently activated oncogene in the pathogenesis of DLBCL [27], it has become a critical therapeutic target in DLBCL [30, 39]. Our findings demonstrate that BCL6 inhibition had anti-lymphoma activity in our DLBCL mouse model. This further supports our experimental evidence demonstrating a role for FBW7 in B-cell lymphomagenesis through regulation of BCL6 ubiquitination and stability, suggesting that FBW7/BCL6 could be a potential target in DLBCL therapy. Importantly, our animal model also provides a valuable preclinical platform for in vivo development and evaluation of novel therapeutic interventions for the treatment of DLBCL.

In summary, we provided the first evidence that loss of E3 ubiquitin ligase FBW7 in VE-cadherin positive endothelial cells instigates diffuse large B-cell lymphoma via upregulation of BCL6 stability.

## Experimental section

### Mice

*Vascular endothelial cadherin (VE-cadherin)-Cre* transgenic mice (Stock No. 006137) [40] and Fbw7-floxed (*Fbw7*^*flox/flox*^) mice (Stock No. 017563) [24] were purchased from The Jackson Laboratory. *VE-cadherin-Cre* mice were intercrossed with *Fbw7*^*flox/flox*^ mice to generate *Fbw7*^*flox/flox*^;*VE-cadherin-Cre* mice. *Fbw7*^*flox/flox*^;*VE-cadherin-Cre* mice were further bred with *ROSA*^*mT/mG*^ mice (The Jackson Laboratory, Stock No. 007576) to generate triple-transgenic *Fbw7*^*flox/flox*^*;VE-Cadherin-Cre*;*ROSA*^*mT/mG*^ mice. NSG mice (NOD.Cg-*Prkdc*^*scid*^;*Il2rg*^*tm1Wjl*^/SzJ, Stock No. 005557) were purchased from The Jackson Laboratory. Mice were housed in a controlled environment (22 °C, 12-h/12-h light/dark cycle) with free access to food and water. All mouse experimental protocols were approved by the Institutional Animal Care and Use Committee at Georgia State University and were in compliance with relevant ethical regulations. Genotyping for each strain was performed as described on The Jackson Laboratory website.

### Cell lines

HEK-293A and HEK-293T cells were maintained in Dulbecco’s Modified Eagle’s Medium (DMEM). SU-DHL-4 (ATCC^®^ CRL-2957^TM^), Toledo (ATCC^®^ CRL-2631^TM^), and Farage (ATCC^®^ CRL-2630^TM^) cells were grown in RPMI-1640 medium. All media were supplemented with 10% FCS, 100 U/ml penicillin, 100 U/ml streptomycin, and 2 mM l-glutamine.

### Tissue collection and processing

Tissue sections were stored at −80 °C for RNA extraction or western blotting. Tissue sections for pathological diagnosis or immunohistochemistry/immunofluorescence were fixed in 10% neutral buffered formalin, and embedded in paraffin or optimal cutting temperature (OCT) embedding material. Paraffin-embedded sections or OCT-embedded sections were cut at 5 or 8 μm thickness, respectively.

### Histology and immunohistochemistry

Paraffin-embedded tissue sections were stained with H & E, according to standard protocols. All images were recorded using an Olympus digital camera (Tokyo, Japan). For immunohistochemical staining, paraffin-embedded tissue sections were deparaffinized, rehydrated, and subjected to antigen retrieval. Endogenous peroxidase activity was blocked using 0.3% H_2_O_2_ for 20 min. Tissue sections were blocked with normal goat serum (Biogenex, HK112-9K) and incubated with primary antibodies against B220, CD3e, CD20, Bcl6, CD10, MUM1, and CD5. Anti-rabbit/mouse immunoglobulin G (DAKO, Cat# K5007) was used as a secondary antibody. The reaction was visualized using DAB (DAKO, Cat# K3468) and sections were counterstained with hematoxylin. Results were scored as 0 (0–25%, negative staining); 1 (25–50%, weakly positive staining); 2 (50–75%, moderately positive staining); or 3 (≥75%, strongly positive staining) according to the percentage of positive cells.

### Immunofluorescence

Immunofluorescence staining was performed as previously described [41–43]. Briefly, OCT-embedded sections were washed with phosphate-buffered saline (PBS), fixed with acetone at 4 °C for 15 min, and permeabilized with 0.2% Triton X-100 (Dow Chemical, Midland, MI, USA) for 10 min. After blocking with goat serum for 30 min, the sections were incubated with primary antibodies against Ki67 and B220 overnight. Secondary antibodies (Alexa Flour^®^ 555 goat anti-rabbit and Alexa Flour^®^ 488 goat anti-rat) were added for 1 h at 37 °C, followed by nuclear DNA staining using DAPI for 10 min. Fluorescence signals were evaluated using confocal microscopy (LSM 810, Zeiss, Oberkochen, Germany) or immunofluorescent microscopy.

### Isolation of B and T cells from spleen or thymus

The spleen or the thymus were removed from the mouse and transferred to a dish containing isolation buffer (PBS with 2% FBS + 2 mM EDTA). The tissues were further transferred to a cell strainer on top of a 50 ml tube and mashed into fine parts using the back of a syringe plunger. The filter was rinsed at regular intervals with an isolation buffer. The cell suspensions were filtered through a 70 µm nylon mesh and centrifuged at 300×*g* for 10 min at 4 °C. The cell pellets were collected, suspended with 5 ml/spleen of RBC lysis buffer (Qiagen, Cat# NC9670839), and incubated at room temperature for 5–10 min with occasional shaking. The cell suspensions were centrifuged, and the cell pellets were suspended in the appropriate buffer for use in the next step of the experimental procedure. B and T cells were further isolated using Dynabeads^TM^ Mouse CD43 (Thermo Fisher, Cat# 11422D) and Dynabeads^TM^ CD4 Positive Isolation Kit (Thermo Fisher, Cat# 11331D), respectively, according to the manufacturer’s instructions.

### Flow cytometry

Samples were obtained from blood, bone marrow, and spleen. Erythrocytes were lysed with RBC lysis buffer (Qiagen, Cat# NC9670839) for 10 min at room temperature. Single-cell suspensions were prepared in isolation buffer (PBS, 2% fetal bovine serum, 2 mM EDTA) and stained with anti-mouse CD19 (BD biosciences, Cat# 561738) or anti-mouse CD45 (BD biosciences, Cat# 559864) antibodies. Data were obtained using the LSRFortessa^TM^ X-20 cell analyzer (BD Biosciences).

### Preparation of tumor single-cell suspension

Tumor tissues from *Fbw7*^*ΔEC*^ mice were transferred into a 60 mm petri dish and washed with PBS. Transferred tissues were then cut into small pieces and digested in PBS containing 2 mg/ml collagenase D (Roche, Cat# 11088866001) and 100 µg/ml DNase I (Roche, Cat# 10104159001) for 1.5 h at 37 °C to obtain single-cell suspensions. Tumor cells were cultured in RPMI-1640 medium supplemented with 10% fetal calf serum (FCS), 100 U/ml penicillin, 100 U/ml streptomycin, and 2 mM l-glutamine, or resuspended in an isotonic solution of saline for injection.

### Adoptive transfer experiments

Freshly isolated tumor cells (1 × 10^7^) were injected subcutaneously on the backs of 6- to 8-week-old male *Fbw7*^*ΔEC*^ mice or immunocompromised NSG mice. For *Fbw7*^*ΔEC*^ mice, when back tumors reached a palpable size, mice were randomly assigned into an FX-1 (Targetmol, Cat# T4089) treatment group or vehicle control group. Mice were intraperitoneally injected with FX-1 (1 mg/day, reconstituted in PEG-400) or vehicle for 10 consecutive days. Tumor size was measured using an electronic digital caliper during the 10-day treatment. Tumor volume was calculated with the following formula: tumor volume (mm^3^) = (smallest diameter^2^ × largest diameter)/2.

### Constructs and mutagenesis

Plasmid information is presented in the Major Resources Tables in the Supplementary Data. Human FBW7β was cloned into an *Adeno-associated viral vector* modified from plasmid pAAV.CMV.PI.EGFP.WPRE.bGH. BCL6 mutant constructs were made by site-directed mutagenesis based on the pCXN2- BCL6 (Flag-tagged BCL6) wild-type construct using *KOD* Hot Start DNA polymerase (Xtreme, Millipore).

### Adeno-associated virus (AAV) packaging

AAV-2 was packaged using triple plasmid co-transfection in HEK-293T cells. Briefly, HEK-293T cells were transfected with AAV-FBW7β-acGFP (7 µg plasmid per 10 cm dish), an AAV helper plasmid (15 µg plasmid per 10 cm dish), and AAV serotype 2 (AAV-2, 7 µg plasmid per 10 cm dish). Around 48 h after transfection, cells were harvested.

### Western blotting

Total proteins were prepared from cultured cells or mouse tissues, and western blotting was performed, as briefly mentioned below. Proteins were quantified with a BCA assay (Pierce), separated by SDS-PAGE, and transferred to nitrocellulose membranes. Membranes were blocked with 5% non-fat milk dissolved in TBS-T at 37 °C for 1 h, and incubated with primary antibodies at 4 °C overnight. After incubation with horseradish peroxidase-conjugated secondary antibodies at 37 °C for 1 h, the membranes were washed 3 times with TBS-T and then visualized with chemiluminescent peroxidase reagents.

### RNA extraction and quantitative real-time PCR

Total RNA was extracted from mouse tissues using Trizol reagent (Invitrogen), according to the manufacturer’s instructions. Total RNA (1 μg) was reverse-transcribed into first-strand cDNA, and RT-PCR amplification was performed using SYBR Green dye and the CFX96 Touch^TM^ Real-time PCR Detection System (BIO-RAD). The primer sequences used for the detection of *Fbx7*, *Bcl6*, and *18S* are presented as follows: *Fbxw7* forward: 5’-GTGATAGAGCCCCAGTTCCA-3’; *Fbxw7* reverse: 5’-CCTCAGCCAAAATTCTCCAG-3’; *Bcl6* forward: 5’- TGATCGCTGCCAGGCCTCCTT-3’; *Bcl6* reverse: 5’- CTGGCCGATTGAACTGCGCTCC-3’; *18S* forward: 5’-GTCTGTGATGCCCTTAGATG-3’; *18S* reverse: 5’-AGCTTATGACCCGCACTTAC-3’. Relative mRNA expression was calculated using the comparative ΔΔCT method, and the resulting values were normalized to *18S* expression. PCR was performed in triplicate for each experiment. The results presented represent three independent experiments.

### Pull-down assay

Cells were washed with ice-cold PBS and lysed with IP lysis buffer (Pierce, Cat# 87787) supplemented with a proteinase inhibitor cocktail (Pierce, Cat# A32965) and phosphatase inhibitor (Thermo Fisher, Cat# 78428). Anti-FLAG M2 Affinity Gel (Sigma, Cat# A2220) was added to cell lysates and incubated overnight at 4 °C. The beads were then washed four times in a lysis buffer. After the last wash, FLAG-tagged proteins were eluted in an elution buffer and subjected to western blotting.

### ELISA

For the detection of IgM and IgG, plasma samples were collected from mice and immediately stored at −80 °C in a freezer until the day of the assay. An IgG/IgM mouse uncoated ELISA kit with plates was purchased from Invitrogen (Cat# 88-50400-22 & 88-50470-22). All reagents were provided in the ELISA kit and all procedures were performed according to the manufacturer’s instructions. Plates were read at 450 nm using a TECAN Infinite M1000 Pro microplate reader.

### Microarray analysis

RNA was extracted from sections of frozen biopsies using an RNeasy Mini Kit (Qiagen, CA, USA). Microarray-based gene expression profiling was performed using the Boston University Microarray and Sequencing Resource Core Facility. Mouse Gene 2.0 ST CEL files were normalized to produce gene-level expression values using the implementation of the Robust Multiarray Average (RMA) in the *affy* package included in the Bioconductor software suite (version 2.11) and an Entrez Gene-specific probeset mapping from the Molecular and Behavioral Neuroscience Institute (Brainarray) at the University of Michigan. Array quality was assessed by computing Relative Log Expression and Normalized Unscaled Standard Error using the *affyPLM* package. Principal Component Analysis was performed using the *prcomp* R function with expression values that had been normalized across all samples to a mean of zero and a standard deviation of one. Differential expression was assessed using the moderated (empirical Bayesian) *t*-test implemented using the *limma* package (i.e., creating simple linear models with *lmFit*, followed by empirical Bayesian adjustment with *eBayes*). Correction for multiple hypothesis testing was accomplished using the Benjamini-Hochberg false discovery rate. Human homologs of mouse genes were identified using HomoloGene. All microarray analyses were performed using the R environment for statistical computing.

### Gene set enrichment analysis (GSEA)

GSEA was used to identify biological terms, pathways, and processes that were coordinately up- or downregulated within each pairwise comparison. The Entrez Gene identifiers of human homologs of the genes interrogated by the array were ranked according to the *t* statistic computed using a knockout vs WT comparison. Any mouse genes with multiple human homologs (or vice versa) were removed prior to ranking, so that the ranked list represented only those human genes that match exactly one mouse gene. This ranked list was then used to perform pre-ranked GSEA analyses (default parameters with random seed 1234) using the Entrez Gene versions of the Hallmark, Biocarta, KEGG, Reactome, Gene Ontology, and transcription factor and microRNA motif gene sets obtained from the Molecular Signatures Database (MSigDB), version 6.0.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 5.0 software. Unpaired two-tailed Student’s *t*-tests were used to calculate significant differences between the two groups. Multiple comparison correction analysis was performed using one-way ANOVA with Tukey’s post hoc HSD test. A log-rank (Mantel–Cox) test was used to analyze Kaplan–Meier curves. Fisher’s exact test was applied to test for association between categorical variables. *P* values were considered significant when *P* < 0.05.

## Supplementary information

Supplementary Material-1

original data files

Reproducibility checklist

## Data Availability

All data is available in the main text or the supplementary files.

# Supplementary material for: Selective deletion of E3 ubiquitin ligase FBW7 in VE-cadherin-positive cells instigates diffuse large B-cell lymphoma in mice in vivo
**Source:** Cell Death Dis. 2024 Mar 14;15(3):212. doi: 10.1038/s41419-024-06597-7
**Supplement:** Supplementary file 1 — Supplementary Material-1

**Supplemental Figures**

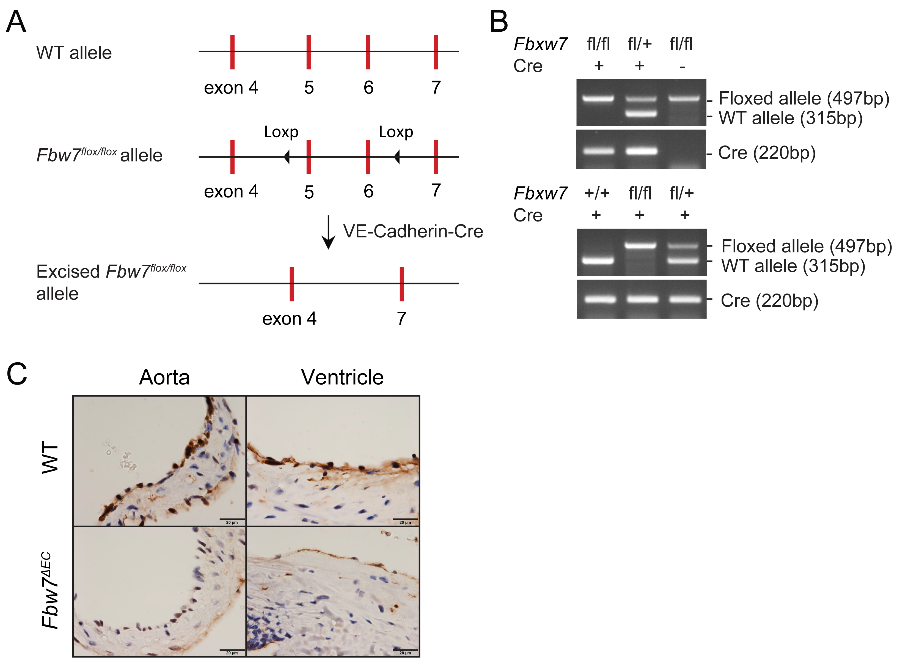

**Figure S1.** **Generation of *Fbw7^ΔEC^* mice**

(A) Schematic diagram of the transgenic mice used to generate *Fbw7^ΔEC^* mice.

(B) Genotype analysis for presence of the *Fbw7^ΔEC^* allele.

(C) Immunohistochemical staining for Fbw7 in aorta and heart tissue sections from WT and *Fbw7^ΔEC^* mice. Scale bars: 20 µm.

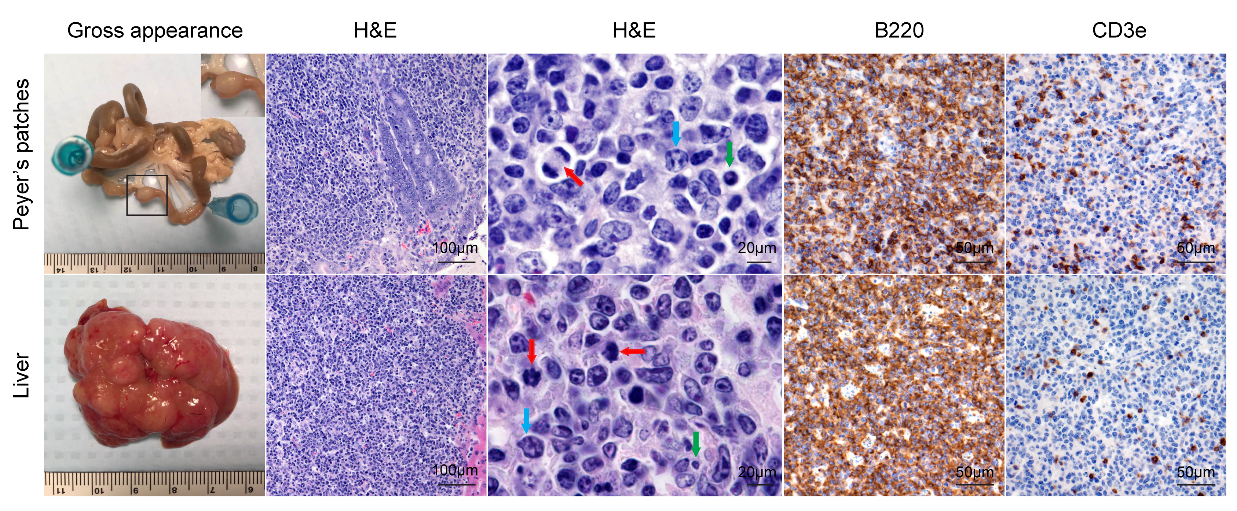

**Figure S2.** **Spontaneous development of B-cell lymphoma in *Fbw7^ΔEC^* mice**

Macroscopic images, H&E staining, and immunohistochemistry analysis for B220 (a marker of B cells) and CD3e (a marker of T cells) in lymphoma tissue sections from Peyer’s patches and livers of *Fbw7^ΔEC^* mice. Blue and green arrows denote centroblasts and immunoblasts, respectively. Red arrows denote mitotic cells.

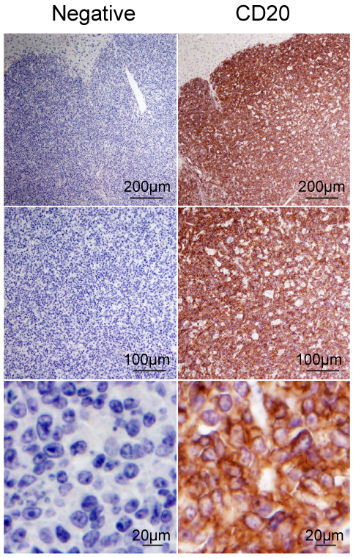

**Figure S3.** **Immunohistochemical staining of lymphoma tissues from *Fbw7^ΔEC^* mice**

Immunohistochemical staining for CD20 in lymphoma tissue sections of *Fbw7^ΔEC^* mice. As negative control, the CD20 antibody has been replaced by rabbit IgG.

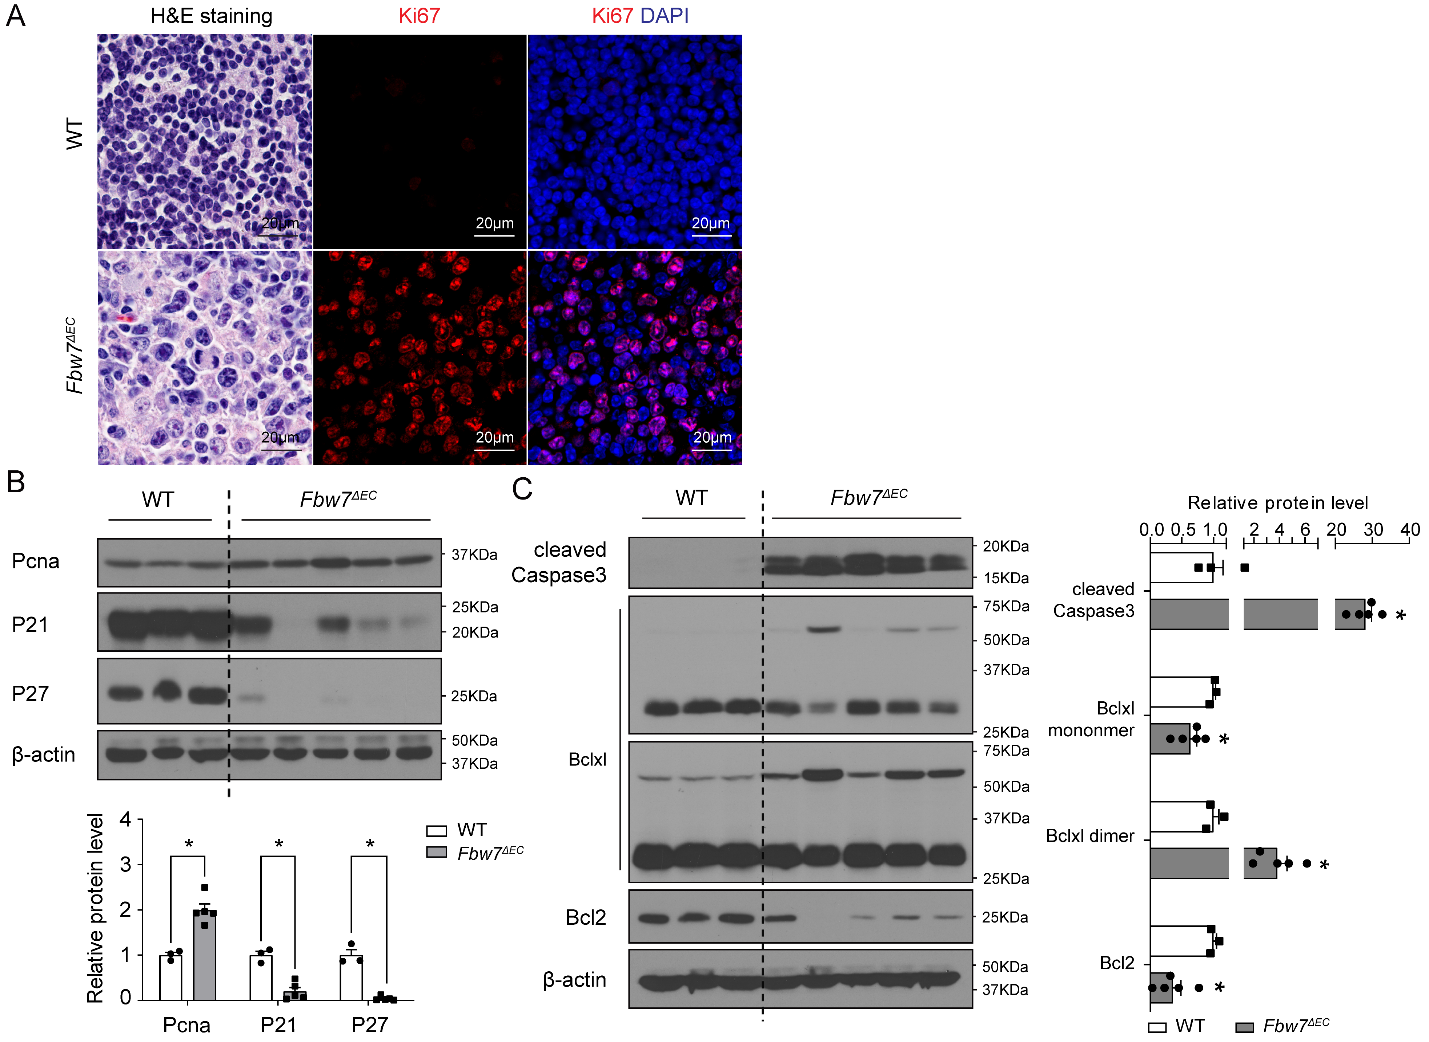

**Figure S4.** **B-cell lymphomas in *Fbw7^ΔEC^* mice display robust proliferation and increased apoptosis**

(A) Representative images of H&E staining and immunofluorescence staining for Ki67 (red) in lymphoma tissues from WT mice and lymphoma-bearing *Fbw7^ΔEC^* mice. Data represent mean ± SEM (n = 3 for WT and n = 5 for *Fbw7^ΔEC^* mice).

(B-C) Western blot analysis for Pcna, P21, P27, cleaved caspase-3, Bclxl, Bcl2, and β-actin in normal lymph nodes from WT mice and lymphoma-bearing lymph nodes from *Fbw7^ΔEC^* mice. Protein levels were normalized to β-actin levels. Data represent mean ± SEM (n = 3 for WT and n = 5 for *Fbw7^ΔEC^* mice). P values were determined using student’s t-test (B and C). For all panels, *p < 0.05.

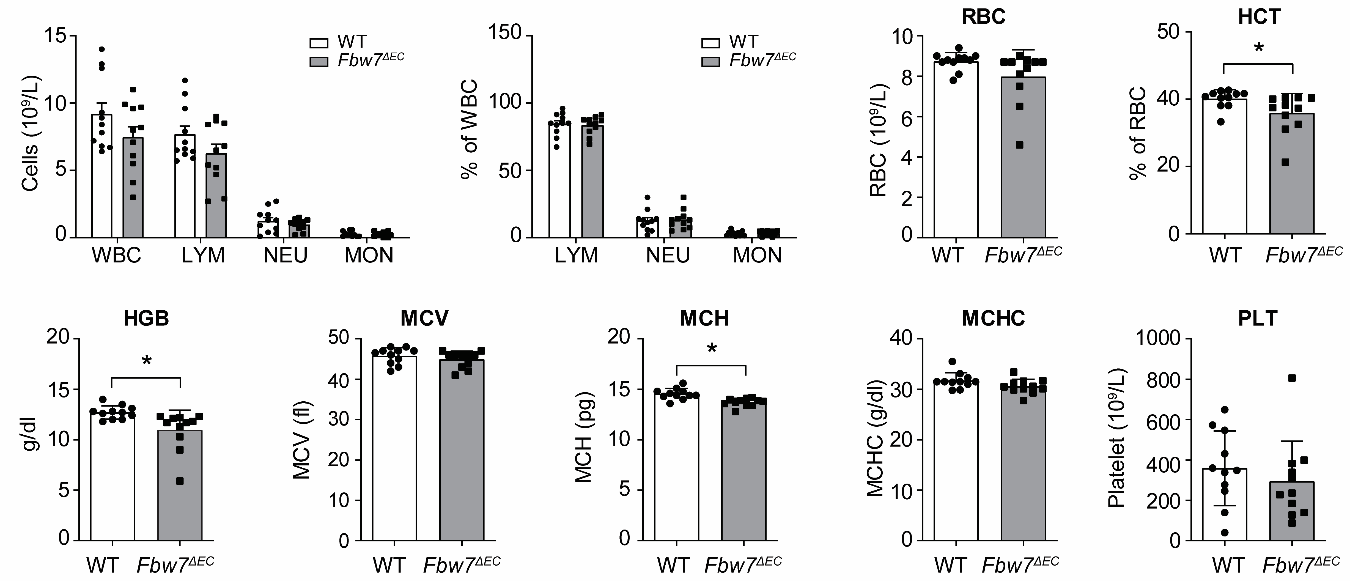

**Figure S5.** **Young *Fbw7^ΔEC^* mice showed comparable levels of white blood cells, lymphocytes, and monocytes as WT mice**

Whole blood counts of white blood cells (WBC), lymphocytes (LYM), neutrophils (NEU), monocytes (MON), red blood cells (RBC), hematocrit (HCT), hemoglobin (HGB), mean corpuscular volume (MCV), mean corpuscular hemoglobin (MCH), mean corpuscular hemoglobin concentration (MCHC), and platelets (PLT) from WT and *Fbw7^ΔEC^* mice aged 4-5 months. Data represent mean ± SEM (n = 11 biological replicates per group). P values were determined using student’s t-test. For all panels, *p < 0.05.

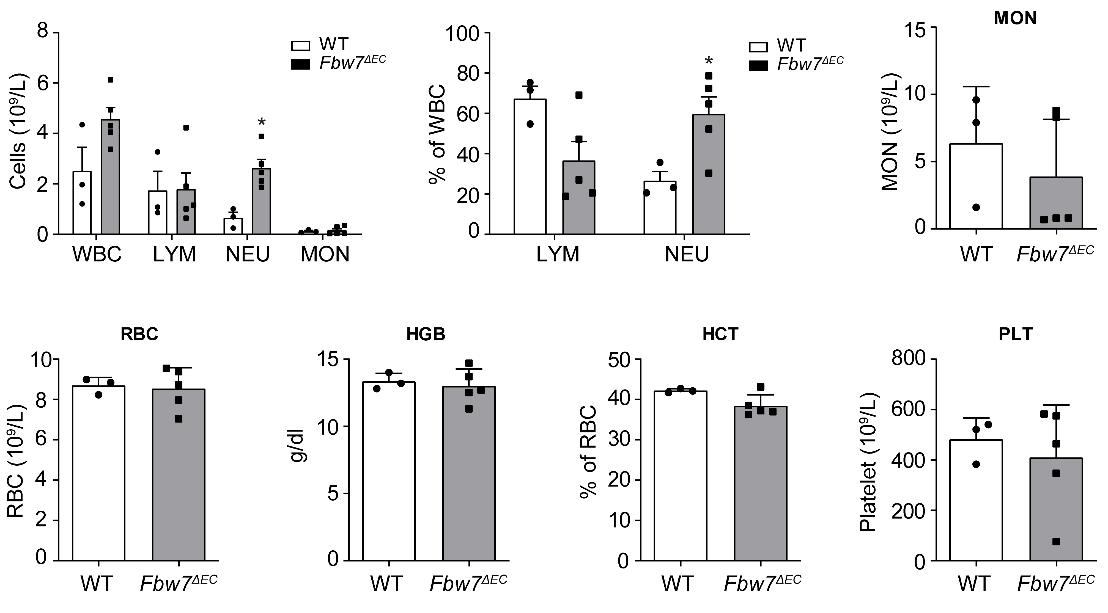

**Figure S6.** **Aged *Fbw7^ΔEC^* mice showed comparable levels of white blood cells, lymphocytes, and monocytes as WT mice**

Whole blood counts of white blood cells (WBC), lymphocytes (LYM), neutrophils (NEU), monocytes (MON), red blood cells (RBC), hemoglobin (HGB), hematocrit (HCT), and platelets (PLT) from WT and *Fbw7^ΔEC^* mice aged 16-18 months. Data represent mean ± SEM (n = 3 for WT and n = 5 for *Fbw7^ΔEC^* mice). P values were determined using student’s t-test. For all panels, *p < 0.05.

**
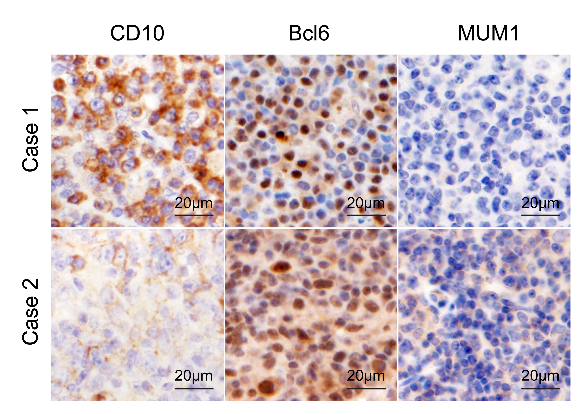
**

**Figure S7.** **Immunohistochemical staining of lymphoma tissues from *Fbw7^ΔEC^* mice**

Immunohistochemical staining for CD10, Bcl6 and MUM1 in lymphoma tissue sections of *Fbw7^ΔEC^* mice.

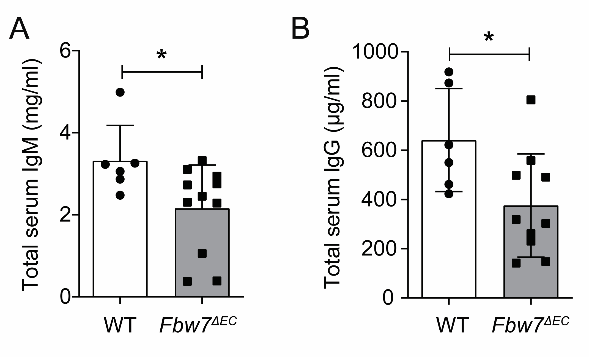

**Figure S8.** ***Fbw7^ΔEC^* mice showed decreased levels of serum IgM and IgG**

(A-B) ELISA analysis of total serum levels of IgM and IgG from WT and *Fbw7^ΔEC^* mice. Data represent mean ± SEM (n = 6 for WT and n = 10-11 for *Fbw7^ΔEC^* mice). P values were determined using student’s t-test (A and B). For all panels, *p < 0.05.

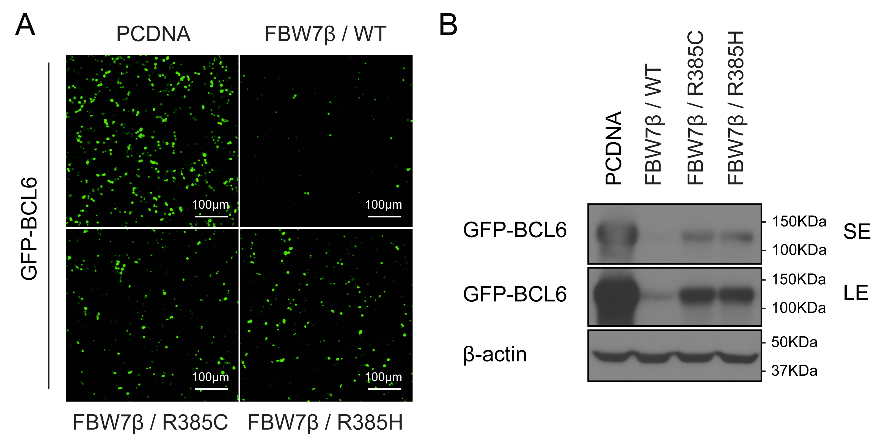

**Figure S9.** **Cancer-associated mutant forms of FBW7β have reduced ability to degrade BCL6**

(A-B) HEK-293T cells were transfected with GFP-BCL6 and FBW7β/WT, FBW7β/R385H, FBW7β/R385C, or a PCDNA control plasmid for 24 h. Immunofluorescent images showing GFP expression from cells expressing indicated mutants are shown in (A). Lysates from indicated transfected HEK-293T cells were prepared and analyzed by western blotting (B). SE, short exposure; LE, long exposure.

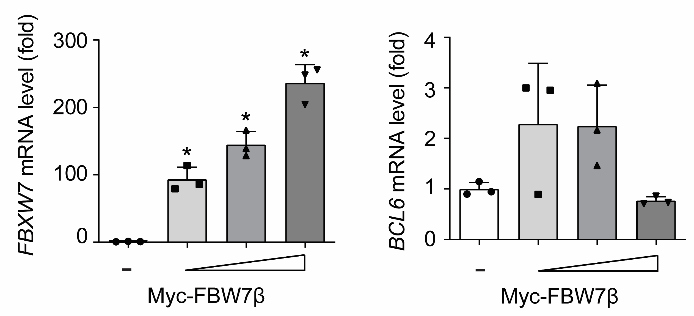

**Figure S10.** **FBW7 does not affect *BCL6* mRNA expression level**

HEK-293T cells were transfected with GFP-BCL6 and increasing amounts of myc-FBW7β for 24 h. Real-time PCR analysis was performed to examine the relative mRNA expression levels (normalized to 18S expression level) of *FBXW7* and *BCL6*. Data represent mean ± SEM (n = 3 biological replicates per group). P values were determined using one-way ANOVA with Tukey’s multiple comparisons test. For all panels, * P<0.05, compared with the group without myc-FBW7β co-transfection.

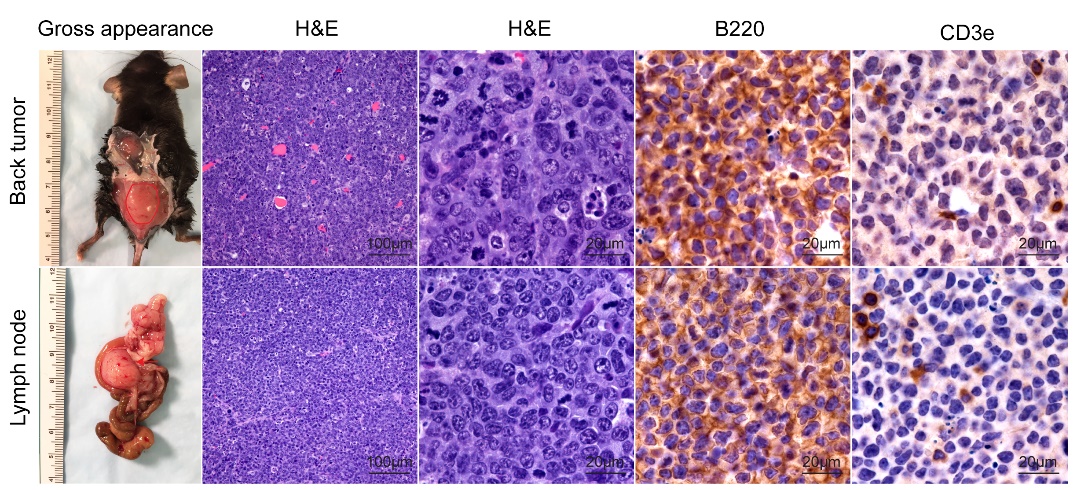

**Figure S11.** **Adoptive transfer of lymphoma cells from aged *Fbw7^ΔEC^* mice to young recipient *Fbw7^ΔEC^* mice**

Macroscopic images, H&E staining, and immunohistochemical analysis for B220 (a marker for B cells) and CD3e (a marker for T cells) in lymphoma tissue sections from back tumors and lymph nodes (LNs) of *Fbw7^ΔEC^* mice injected subcutaneously with lymphoma cells. Red lines trace the main tumor area. Red arrows denote enlarged mesenteric LNs.

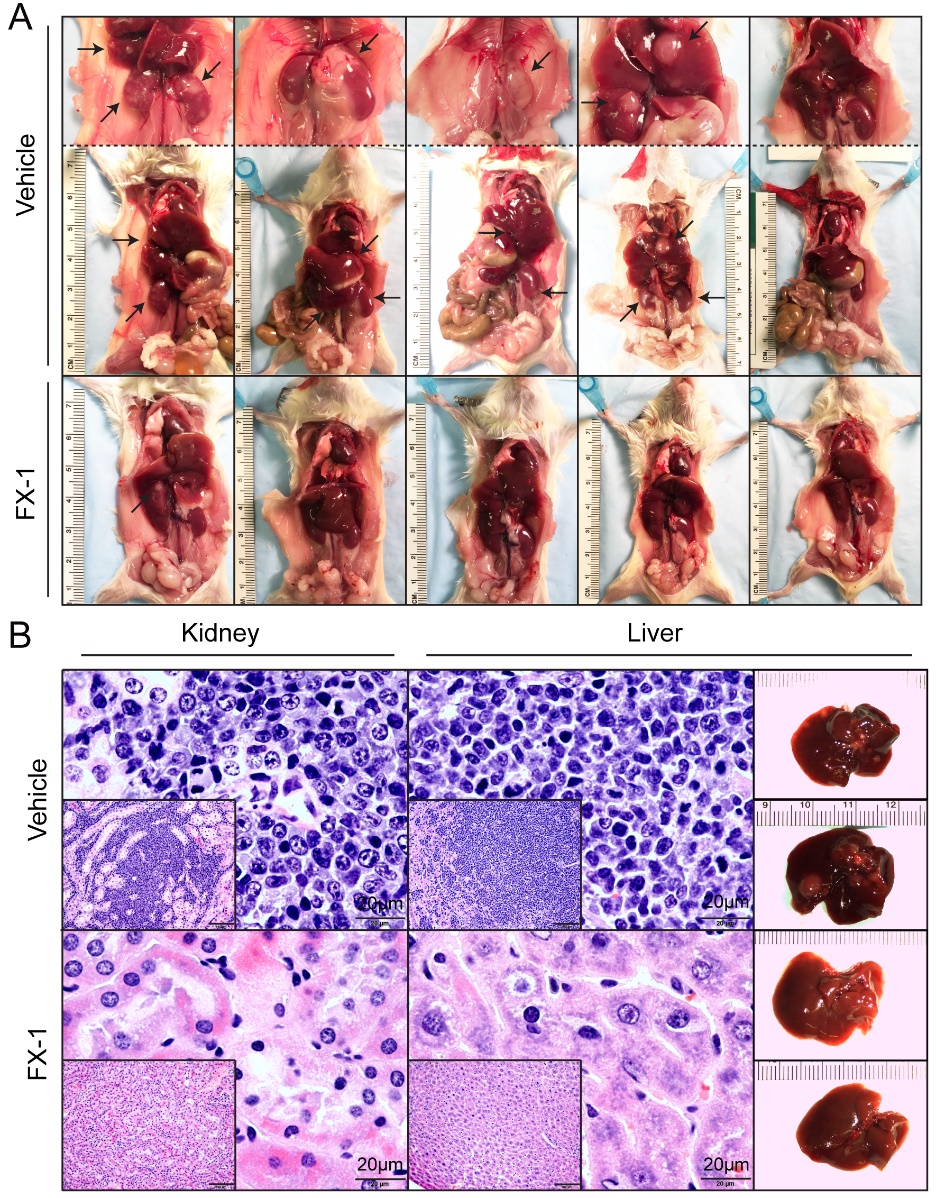

**Figure S12.** **The** **Bcl6 inhibitor FX-1 suppresses lymphoma development in NSG mice**

(A) Macroscopic images of NSG mice that were subcutaneously injected with freshly isolated lymphoma cells from aged lymphoma-bearing *Fbw7^ΔEC^* mice and treated with the Bcl6 inhibitor FX-1 or vehicle (n = 5 mice per group).

(B) H&E staining of tissue sections from kidneys and livers from NSG mice treated with FX-1 or vehicle, along with macroscopic images of livers from NSG mice treated with FX-1 or vehicle. Scale bars: 20 µm; 100 µm in small inserts.

**Supplementary Table 1. Lymphoma characteristics and tumor scoring.**

| # | Genotype | Pathological Diagnosis | Clinical Stage | B220 | CD3e | CD10 | MUM1 | Bcl6 | c-Myc | Ki67 index (%) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | *Fbw7^flox/flox^*;*VE-cadherin-Cre^+^* | GCB | IV | 3 | 1 | 3 | 0 | 3 | 1 | 35.93 ± 1.25 |
| 2 | *Fbw7^flox/+^*;*VE-cadherin-Cre^+^* | GCB | I | 3 | 0 | 0 | 0 | 2 | 3 | 68.98 ± 3.05 |
| 3 | *Fbw7^flox/flox^*;*VE-cadherin-Cre^+^* | GCB | III | 3 | 1 | 2 | 0 | 3 | 3 | 61.02 ± 2.31 |
| 4 | *Fbw7^flox/flox^*;*VE-cadherin-Cre^+^* | GCB | IV | 3 | 1 | 0 | 0 | 3 | 3 | 34.01 ± 3.01 |
| 5 | *Fbw7^flox/flox^*;*VE-cadherin-Cre^+^* | GCB | IV | 3 | 2 | 1 | 0 | 3 | 1 | 22.36 ± 5.15 |
| 6 | *Fbw7^flox/flox^*;*VE-cadherin-Cre^+^* | GCB | II | 3 | 2 | 2 | 1 | 3 | 3 | 39.96 ± 4.23 |
| 7 | *Fbw7^flox/flox^*;*VE-cadherin-Cre^+^* | GCB | IV | 3 | 2 | 0 | 0 | 3 | 2 | 26.25 ± 2.33 |
| 8 | *Fbw7^flox/flox^*;*VE-cadherin-Cre^+^* | GCB | IV | 3 | 2 | 3 | 1 | 3 | 2 | 33.31 ± 7.36 |
| 9 | *Fbw7^flox/flox^*;*VE-cadherin-Cre^+^* | GCB | II | 2 | 2 | 2 | 0 | 2 | 3 | 38.20 ± 2.62 |
| 10 | *Fbw7^flox/flox^*;*VE-cadherin-Cre^+^* | GCB | III | 2 | 2 | 2 | 1 | 3 | 1 | 19.92 ± 1.60 |
| 11 | *Fbw7^flox/+^*;*VE-cadherin-Cre^+^* | GCB | IV | 3 | 1 | 1 | 1 | 3 | 1 | 66.34 ± 8.56 |

GCB: germinal center B-cell like subtype of DLBCL.

Tumors were stained with indicated antibodies as described in Methods. IHC staining was scored as 0 (0-25%, negative staining); 1 (25-50%, weakly positive staining); 2 (50-75%, moderately positive staining); or 3 (≥75%, strongly positive staining) according to the percentage of positive cells.

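Supplementary Table 1 lists 11 tumors, and its scores give the share of cells that an antibody stained rather than the strength of the stain. Counted from the paper's table, Bcl6 was scored 3 in 9 tumors and 2 in 2 tumors, and B220, a marker of B cells, had the same distribution. CD10, a marker of germinal center B cells, was scored 0 in 3 tumors, 1 in 2, 2 in 4 and 3 in 2. MUM1, a marker of later B-cell stages, was scored 0 in 7 tumors and 1 in 4. The Ki67 index is the percentage of proliferating cells. In the paper's table 9 tumors came from mice with both *Fbw7* alleles floxed and 2 from mice with a single floxed allele.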

# Supplementary material for: Selective deletion of E3 ubiquitin ligase FBW7 in VE-cadherin-positive cells instigates diffuse large B-cell lymphoma in mice in vivo
**Source:** Cell Death Dis. 2024 Mar 14;15(3):212. doi: 10.1038/s41419-024-06597-7

Figure 3A

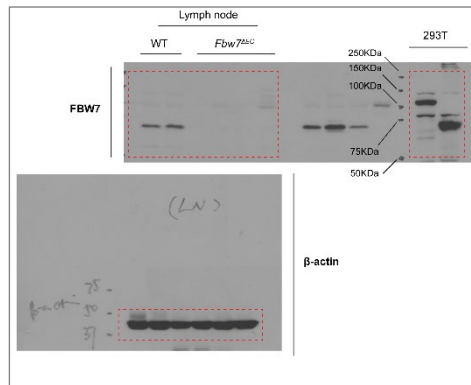

Figure 5A

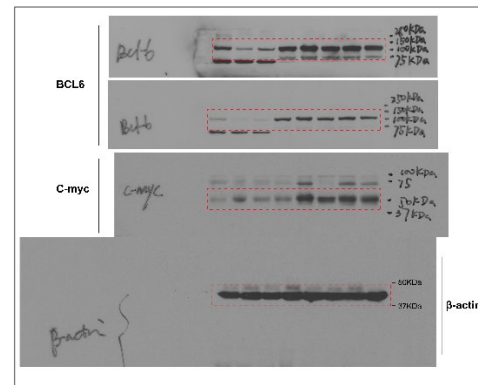

Figure 5C

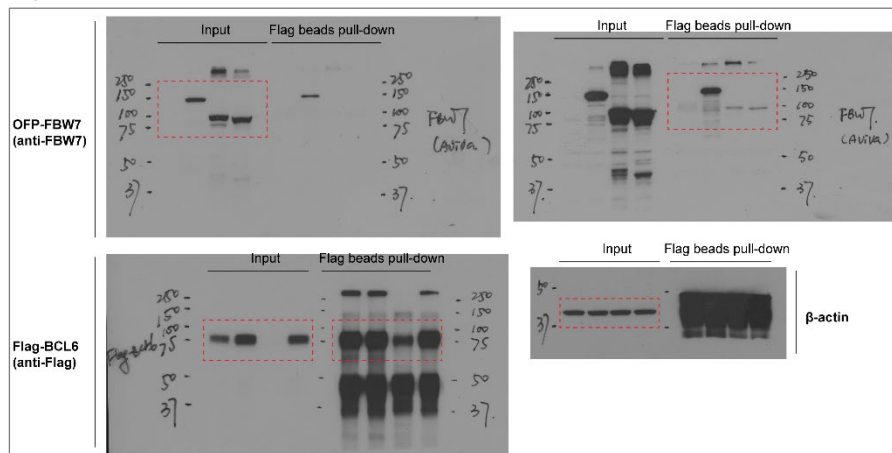

Figure 5D

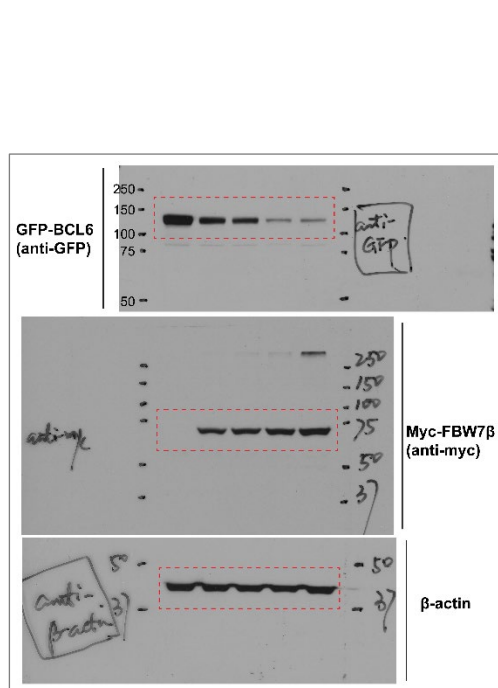

Figure 5E

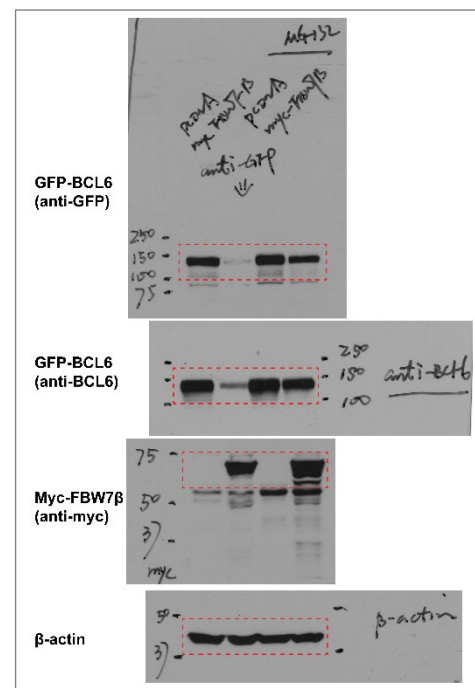

Figure 5F

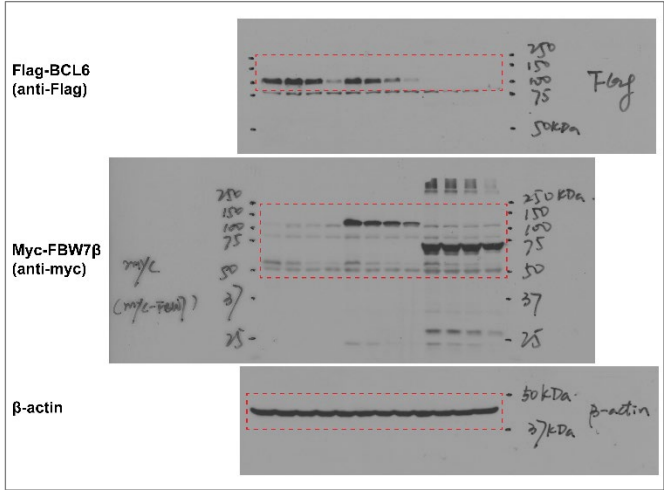

Figure 5G

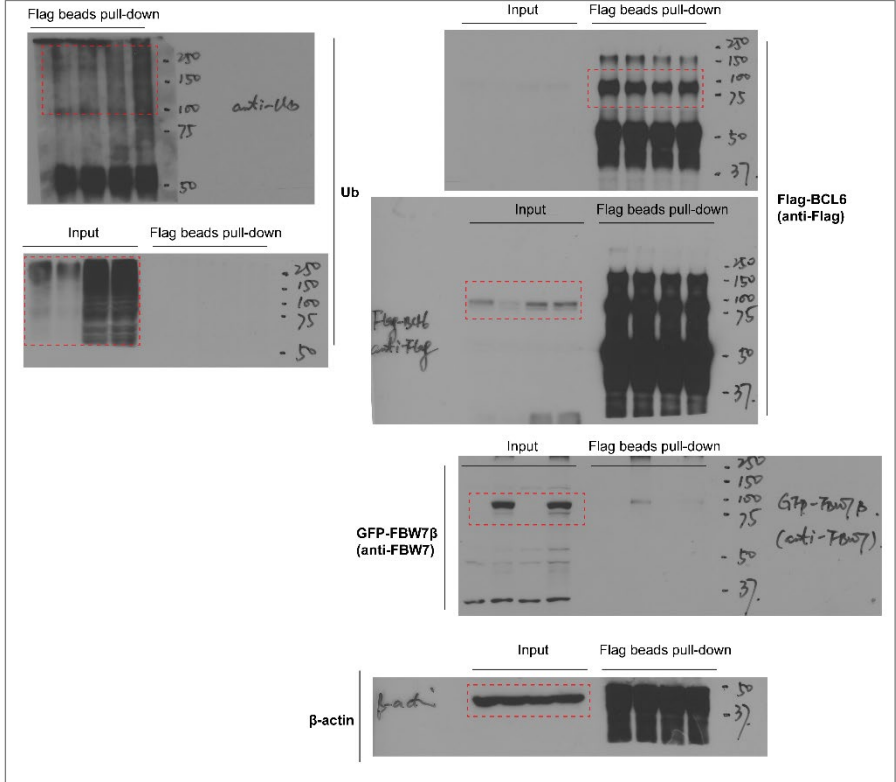

Figure 5H

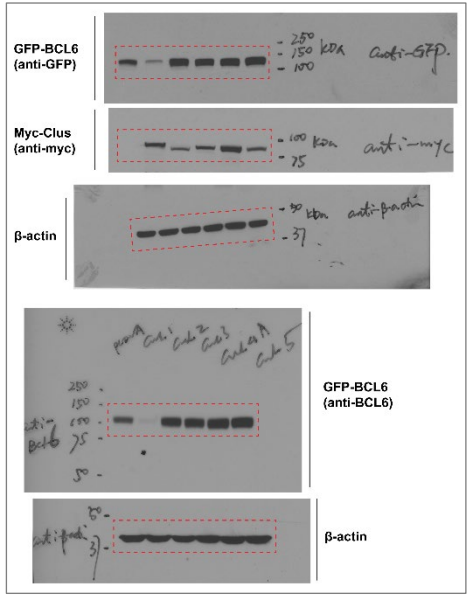

Figure 5I

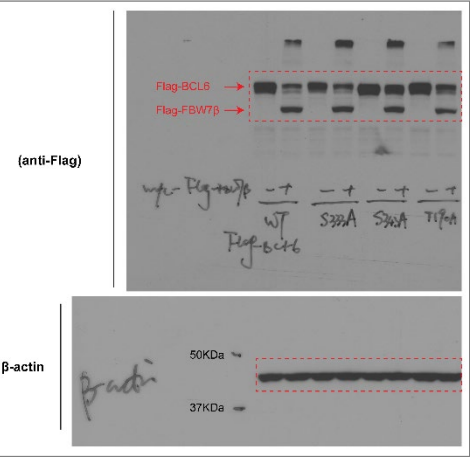

Figure 6A

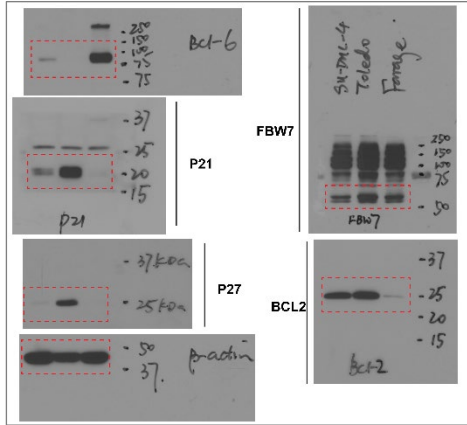

Figure 6B

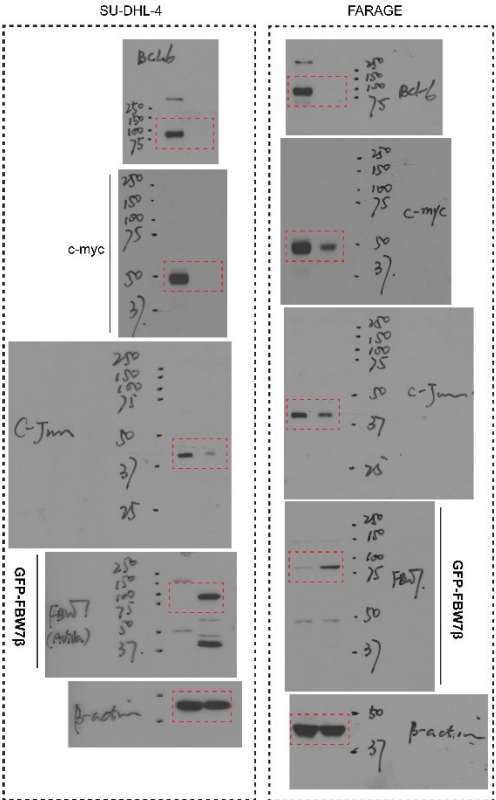

Figure 7C

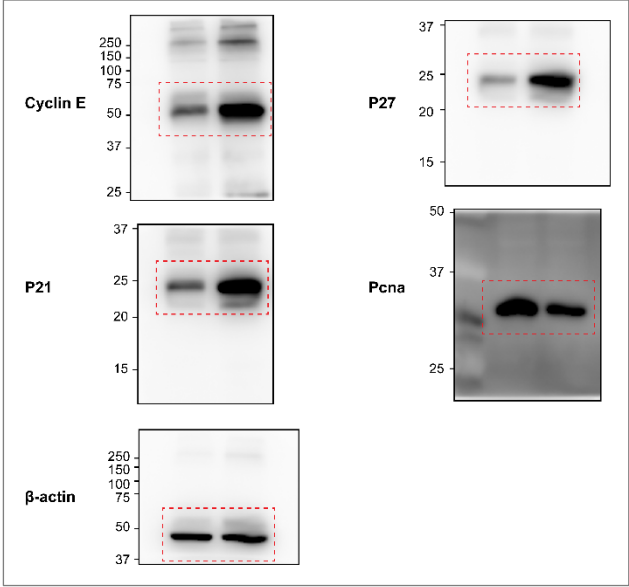

Figure S4B

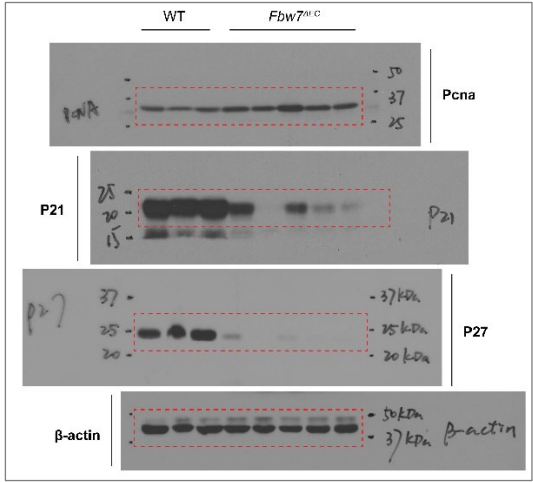

Figure S4C

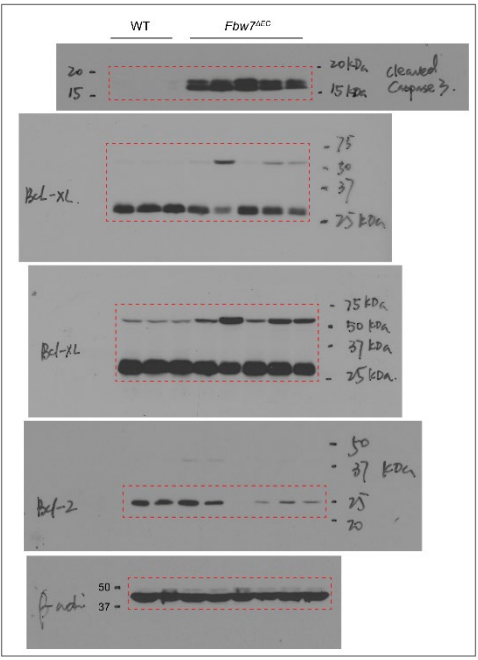

Figure S9B

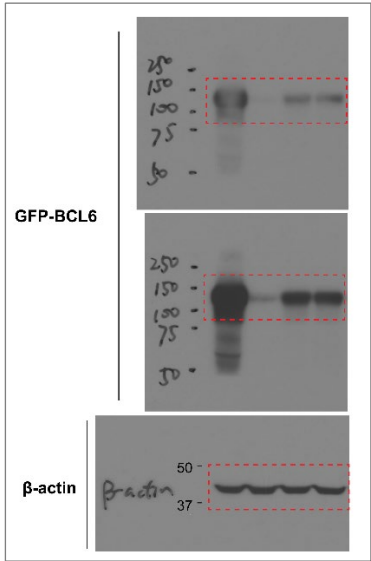

**Supplement:** Supplementary file 2 — original data files

How the deposited data were processed for this re-analysis (not part of the article)

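Gene expression was measured on Affymetrix Mouse Gene 2.0 ST arrays in mesenteric lymph nodes of 3 WT mice and lymphoma-bearing mesenteric lymph nodes of 3 *Fbw7* ΔEC mice, 1 array per mouse. The deposited values are log2 signals per probe set that the authors normalized before deposit. The methods name RMA in the affy package with a Brainarray mapping to Entrez Gene, and the submitters' processing notes name MAS5, so which of them made these values is not settled. The values reach 12.02, above 11.09, the natural log of the largest value a 16-bit scanner can record, and were therefore read as log2. No centring of probe sets by the authors was seen, and the arrays' medians differ. All 6 sample columns were matched to mice by their labels.

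The table holds 6873 probe sets with numeric IDs. The files used here do not pair the IDs with genes, and 0 IDs matched a gene ID of the reference gene table. The tests of immunoglobulin variable genes, of 44 process and cell type lists and of named genes, which were fixed before the data were examined, were therefore not run, and *Fbxw7* could not be checked in the knockout samples. A part of the rule for named genes took genes past an adjusted p under 0.05, and no probe set passed. Its other parts did not use that threshold but also needed gene names. The IDs printed were chosen after their values were seen, as the highest and the lowest log2 fold change among probe sets past the study's threshold whose groups did not overlap.

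The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all probe sets. The threshold of the Fig. 2 legend, a p under 0.05 and a 2-fold change, was read as an unadjusted p, which the paper does not state, and is called the study's threshold. The array methods name Benjamini-Hochberg correction, so an adjusted p may have been meant. A log2 fold change of at least 1 in size was required. Pearson correlations between arrays and principal components of scaled signals were given without a test. The alternatives were quantile normalization, centring on the median, leaving out the dimmest 25% of probe sets, a trended and robust variance, array weights, the unpaired two-tailed test that the paper names in its general statistics section, applied to each probe set alone, the replicate number as a block, and leaving out each array in turn. Simulated data held 6873 probe sets with the means and the moderated spreads of this comparison, and 200 of them were changed. At an adjusted p under 0.05, limma recovered 20.9% of changes of 1 on the log2 scale, 91.0% of changes of 2 and 100% of changes of 3. It made 11 false calls among the unchanged probe sets. Recovery depends on how many probe sets change, which is not known here, so these shares are not the power for these data. The simulation drew normal, independent values, which real arrays need not follow.

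After the data were examined, probe sets were also averaged over runs of neighbouring IDs, with a new run where IDs lay more than 100 apart, and run membership was permuted 1000 times. Counting identical rows once and testing each ID range alone were also added then. Scores of Supplementary Table 1 were read from the paper's supplement and tested with SciPy 1.17.1 in Python 3.11.15, with exact permutation tests between genotypes, 100000 permutations for correlations and, added later, Fisher's exact test of scores by stages.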

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

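No probe set passed an adjusted p under 0.05 from limma, nor under any alternative or at a threshold of 0.1. The 118 probe sets past the study's threshold became 54 with an unpaired two-tailed test of each probe set alone, which the paper does not name for the arrays. They ranged from 143 to 235 when 1 array was left out, with 228 without WT replicate 1, 213 without WT replicate 2 and 235 without *Fbw7* ΔEC replicate 3. The 31 higher and 87 lower became 57 and 57 with quantile normalization, 72 and 51 with median centring, and 15 and 39 with that test of each probe set alone. When 1 array was left out the higher ranged from 37 to 79, the most without WT replicate 3, and the lower from 71 to 179. Scaling moved the higher share from 26.3% to 50.0% and 58.5%. Single ID ranges aside, correlation within minus between groups was -0.0055 to 0.0033. The replicate block gave 38 higher and 99 lower, and identical rows counted once, added later, gave 31 and 84. The deviations of same-numbered arrays from their group means correlated at 0.039, 0.034 and 0.099. Those of differently numbered arrays correlated at -0.132 to 0.095. Without a test, these values do not show whether the replicate numbers pair the arrays.

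The 3 runs of neighbouring IDs past an adjusted p under 0.05, chosen after the data were examined, became 0 with quantile normalization, 1 with median centring, 13 with array weights, 5 with the replicate block, 0 with the test of each run alone and 0 to 6 when 1 array was left out. The cause was not tested. Not run, for lack of gene names, were the immunoglobulin, gene list and named gene alternatives, camera, fry, the probe rule and similarity without immunoglobulin segments. The offset was not run on log values. Without detection calls, the number of probe sets above background is unknown.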

Differences from the paper's values

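The paper's Fig. 2A, read by eye, reaches a log2 fold change of about 4.3, and the highest here was 1.88, from a probe set not shown to be above background in WT nodes. Its lowest log2 fold change is about -5.8 in Fig. 2A, read by eye, and the lowest here was -2.44. Its largest −log10 p is about 6.4 in Fig. 2A, read by eye, and the largest here was 3.38. Under none of the alternatives did the values here reach the extremes read from Fig. 2A. All but the count of identical rows once were set, for the counts of probe sets, before the data were examined. They were applied to these values only afterwards. The values here come from 6873 unnamed probe sets, which are not the Entrez Gene rows of the methods.

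The paper states that the lymphomas had distinct patterns of gene expression. In these probe sets the mean correlation between arrays was 0.946 both within and between groups, and no probe set passed an adjusted p under 0.05 from limma, with 346 at an unadjusted p under 0.05. Of the 6873 probe sets, the 5331 with the lowest IDs had a median log2 signal of 1.70. It is not known how many of the 6873 measure genes, so these values do not test the paper's statement on genes. In the 1352 probe sets in runs of IDs, whose median was 6.14, tested alone, 7.32% had an unadjusted p under 0.05. The smallest adjusted p from limma there was 0.431.

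The paper states that the intensity of MUM1, Bcl6, c-Myc and CD5 and the Ki67 index did not correlate with the clinical stage. Its statistics section names Fisher's exact test for categorical variables and does not say which test this comparison used. CD5 is not among the columns of the paper's Supplementary Table 1, so 4 of these relations were computed in its 11 tumors. In 3 of them the unadjusted permutation p was above 0.05. For the Bcl6 score against the stage, Pearson's r was 0.771 (permutation p = 0.0358, adjusted p = 0.121 over the 4 relations) and Spearman's rho was 0.695 (permutation p = 0.0368, adjusted p = 0.133). The 2 tumors farthest from the median stage can be left out in 2 ways, since 2 tumors tie. One gave r = 0.803, and the other left every Bcl6 score at 3, so that no r exists. The relation rests on the 2 tumors with a Bcl6 score other than 3, and it did not pass the correction. No other of the 55 placements of these 2 scores gives a stronger trend with stage. The permutation p values are therefore about the smallest that the scores allow. A single relation with such a p does not pass over 4 relations, so the failed correction decides nothing on this relation. Fisher's exact test of scores by stages, added after these values were seen, gave p = 0.109 for Bcl6. The same test gave 0.619 for c-Myc and 1.0 for MUM1, and all were above 0.05. It does not use the order of the stages. The Bcl6 scores already have the strongest trend with stage that they allow, so for such a trend this test could not go under 0.05. Its result for Bcl6 therefore does not decide whether the score follows the stage.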

Other observations

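The tests of genotype and of runs in this part were chosen after the data were examined. Ki67 index and genotype were compared in the paper's Supplementary Table 1. The Ki67 index was 68.98% and 66.34% in the 2 tumors with a single floxed *Fbw7* allele, and 34.6% ± 12.1 (SD, n = 9) in the tumors with both alleles floxed, whose highest was 61.02%. The exact two-sided permutation p was 0.0182, the smallest that 2 tumors against 9 allow. After Benjamini-Hochberg adjustment over 7 readouts the p of this test was 0.127, so the difference did not pass the correction. A single readout could not have passed it over 7 readouts, even where the groups do not overlap. The failed correction therefore decides nothing here. A higher Ki67 index with 1 *Fbw7* allele left is a hypothesis that these 11 tumors cannot settle. The paper does not report this comparison.

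The probe sets fall into ranges of IDs with different signal. The 5331 probe sets with the lowest IDs had a median log2 signal of 1.70, and 241 of them had an unadjusted p under 0.05, with 8 higher and 58 lower past the study's threshold. A further 1352 lie in 87 runs of neighbouring IDs with a median of 6.14, and 105 of them had an unadjusted p under 0.05, with 23 higher and 29 lower past the threshold. The 190 with the highest IDs had a median of 1.52 and none under that p. Among the brightest 25%, tested alone, 0 of 1718 probe sets passed an adjusted p under 0.05 from limma, and 100 had an unadjusted p under 0.05.

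Probe sets with neighbouring IDs changed together in part. The probe sets with the highest and the lowest log2 fold change lie in the same run of 61 probe sets. Of the variance of log2 fold changes, 27.2% lay between runs, against 6.34% on average and 10.1% at most when run membership was permuted (permutation p = 0.001, the smallest 1000 permutations can give). Variation between arrays of one group also gives such sharing. In 6 of 6 pairs of arrays of one group, whose differences hold no group difference, the share was above all permutations, from 12.4% to 19.6%. With 1 array per mouse, mice and arrays are not separated. The 27.2% comes from means of 3 arrays and cannot be set directly against the pairs. The 6 arrays can be split into 3 and 3 in 10 ways, and each split gave a permutation p of 0.001. In the other splits, which keep part of the group difference, the share ran from 10.4% to 31.6%, above the real 27.2% at its highest. The sharing by itself therefore does not mark a difference between genotypes.

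When each run was averaged, 3 of 87 runs passed an adjusted p under 0.05 from limma, and 2 or 3 did with 5 other gaps between runs. An unadjusted p under 0.05 from limma was given to 14. In 18 runs, 14 higher and 4 lower, the groups did not overlap, which is 20.7% where chance gives 10%. All runs come from the same 6 arrays and are not independent, and this share was not tested against chance. The count of runs past an adjusted p under 0.05 fell to 0 with quantile normalization, without WT replicate 2 and without *Fbw7* ΔEC replicate 1. It rose to 13 with array weights, so no direction is drawn from these runs. The 6 arrays make 10 splits, too few for a share under 0.05. As many runs passed in 1 of the 10 splits, the real one, with 3 runs, and the highest other had 2. At an unadjusted p under 0.05 from limma, that other split had 15 runs, against 14 in the real one. For single probe sets, 6 of 10 splits gave at least the 118 past the study's threshold, and the highest other gave 196. All 10 splits gave 0 past an adjusted p under 0.05, which is the real value and the highest other.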
